# Downregulation of KRAB zinc finger proteins in 5-fluorouracil resistant colorectal cancer cells

**DOI:** 10.1186/s12885-022-09417-3

**Published:** 2022-04-04

**Authors:** Anaïs Chauvin, Danny Bergeron, Jean Vencic, Dominique Lévesque, Benoit Paquette, Michelle S. Scott, François-Michel Boisvert

**Keywords:** Colorectal cancer, Radiation therapy, Chemotherapy, 5-fluorouracil, DNA damage, Drug resistance mechanisms, Cancer omics

## Abstract

Radio-chemotherapy with 5-flu orouracil (5-FU) is the standard of care treatment for patients with colorectal cancer, but it is only effective for a third of them. Despite our understanding of the mechanism of action of 5-FU, drug resistance remains a significant limitation to the clinical use of 5-FU, as both intrinsic and acquired chemoresistance represents the major obstacles for the success of 5-FU-based chemotherapy. In order to identify the mechanism of acquired resistance, 5-FU chemoresistance was induced in CRC cell lines by passaging cells with increasing concentrations of 5-FU. To study global molecular changes, quantitative proteomics and transcriptomics analyses were performed on these cell lines, comparing the resistant cells as well as the effect of chemo and radiotherapy. Interestingly, a very high proportion of downregulated genes were annotated as transcription factors coding for Krüppel-associated box (KRAB) domain-containing zinc-finger proteins (KZFPs), the largest family of transcriptional repressors. Among nearly 350 KRAB-ZFPs, almost a quarter were downregulated after the induction of a 5-FU-resistance including a common one between the three CRC cell lines, ZNF649, whose role is still unknown. To confirm the observations of the proteomic and transcriptomic approaches, the abundance of 20 different KZFPs and control mRNAs was validated by RT-qPCR. In fact, several KZFPs were no longer detectable using qPCR in cell lines resistant to 5-FU, and the KZFPs that were downregulated only in one or two cell lines showed similar pattern of expression as measured by the omics approaches. This proteomic, transcriptomic and genomic analysis of intrinsic and acquired resistance highlights a possible new mechanism involved in the cellular adaptation to 5-FU and therefore identifies potential new therapeutic targets to overcome this resistance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-022-09417-3.

## Introduction

Colorectal cancer (CRC) is the second deadliest cancer worldwide after lung cancer [1], and is therefore a highly studied cancer and many classifications have emerged taking into account the histologic, clinical, pharmacological or even genetic characteristics [2–11]. Anti-pyrimidic 5-fluorouracil (5-FU) is the current standard of therapy to treat CRC, but resistanc     e to fluoropyrimidines is quite common in tumours that recur. 5-FU is an anti-pyrimidic antimetabolite used as a chemotherapy treatment since 1957 [12], and has been one of the most commonly used drugs in adjuvant therapies by inhibition of cancer cell growth and initiation of apoptosis [13]. The anti-pyrimidic metabolite 5-FU is an analogue of uracil with a fluorine atom at position C5 instead of hydrogen [14]. It is widely used for the treatment of colorectal and breast cancers, as well as cancer of the aerodigestive tract, and is still today considered the treatment of reference [15]. 5-FU is often used in combination with other chemotherapeutic agents to increase its potential of action such as leucovorin [16, 17], or with oxaliplatin [18] and irinotecan [19].

5-FU exerts its effect by inducing DNA damage then cell death by three different mechanisms [20]. These cytotoxic effects are the results of different metabolites produced in cells from the conversion of 5-FU into fluorodeoxyuridine monophosphate (FdUMP), fluorouridine triphosphate (FUTP) and fluorodeoxyuridine triphosphate (FdUTP). FdUMP forms a stable complex with thymidylate synthase (TS) and prevents its activity, resulting in depletion of dTMP as it is the only source of *de novo* thymidyl which is necessary for DNA replication and repair [20–22]. Leucovorin is used in combination with 5-FU, which increases the stability of the FdUMP-TS complex [23]. 5-FU is also incorporated into RNA in the form of FUTP in the place of uracil, interfering with the maturation of transcripts [24–28]. It not only inhibits the processing of pre-rRNA into mature rRNA [28–34], but also disrupts post-transcriptional modification of tRNAs [28, 29, 35] as well as assembly and activity of snRNA/protein complexes, thereby inhibiting splicing of pre-mRNA [36]. Moreover, 5-FU can also inhibit polyadenylation of mRNA, therefore disrupting mRNA stability and translation [32, 33]. dUTP and the 5-FU metabolite FdUTP can be misincorporated into DNA [20]. Repair of uracil and 5-FU-containing DNA by the nucleotide excision repair enzyme uracil-DNA-glycosylase (UDG) is futile in the presence of high FdUTP/dTTP ratios and only results in further false-nucleotide incorporation [37, 38]. These cycles of misincorporation, excision and repair eventually lead to accumulation of DNA strand breaks and cell death [39].

Despite our understanding of the mechanism of action of 5-FU, drug resistance remains a significant limitation to the clinical use of 5-FU, as both intrinsic and acquired chemoresistance represents the major obstacles for the success of 5-FU-based chemotherapy [20, 40]. Intrinsic resistance is the innate ability of cells to resist the activity of a particular treatment, and explains the differences in sensitivity of tumors and cancer cells prior to receiving any treatment [41, 42]. However, these resistances are generally below the concentrations typically used during the treatment, and explain the differences in side effects or the extent of the efficacy of the treatment [43]. For example, high thymidylate synthase protein expression is a major 5-FU tolerance factor [44], but high TS expression does not account for non-responding tumors in patients with CRC treated with 5-FU [45]. 5-FU sensitivity is also influenced by several other factors, such as the levels of dihydropyrimidine dehydrogenase [46, 47], the genetic status of TP53 [48], Bcl-2 mediated apoptosis and DNA mismatch repair genes [49]. Additional gene expression data suggest that altered regulation of nucleotide metabolism, amino acid metabolism, cytoskeleton organization, transport, and oxygen metabolism may underlie the intrinsic resistance to 5-FU observed in cell lines [50–52]. For example, specific ABC transporters such as ABCC5 and ABCC11 are also involved in resistance to 5-FU by increasing the efflux of 5-FU out of the cell [47, 51]. In contrast, acquired resistance occurs when the cells develop the ability to resist the activity of a particular treatment to which it was previously susceptible, at therapeutic concentrations [43]. Different studies identified genes associated with acquired 5-FU resistance which explain tolerance to varying concentration of 5-FU, but do not explain how cells become resistant to high concentrations of 5-FU. As such, the precise molecular mechanisms of 5-FU chemoresistance in cancer cells and patients are still largely unknown.

Several comparisons exist between genomic characteristics of CRC and the response to 5-FU. For example, CRC with a defect in mismatch repair (MMR) genes due to microsatellite instabilities (MSI+) would be more resistant to 5-FU because of their inability to recognize and/or react to the incorporation of 5-FU in DNA, but it cannot alone explain the resistance to 5-FU [53, 54]. In their classification, Salazar *et al.* divide CRC into three groups according to their phenotype: A, proliferative, B, epithelial and C, mesenchymal [11]. Later, they bring a pharmacological dimension to subtypes B and C: these subtypes would be predictive of sensitivity and resistance to 5-FU chemotherapy, respectively [10]. Nevertheless, the molecular mechanisms of resistance to chemotherapy, especially to 5-FU and to radiation therapy, are still under investigation in order to find solutions to overcome this resistance. Understanding the mechanisms involved in the resistance to 5-FU could be useful not only to identify potential new druggable targets, but also to predict the clinical response to standard adjuvant chemotherapy [55, 56].

In this study, we investigated intrinsic and acquired resistance to chemotherapy and radiation therapy in CRC cell lines to highlight molecular mechanisms potentially involved in this resistance, and identified proteins from the Krüppel-associated box (KRAB) domain containing zinc-finger proteins (KZFPs) as downregulated in colorectal cancer cell lines that are resistant to 5-FU.

## Materials and methods

### Colorectal cancer cell lines

CRC cell lines were purchased from the American Type Culture Collection (ATCC). Caco-2/15 (ATCC® HTB-37), DLD-1 (ATCC® CCL-221), HCT-116 (ATCC® CCL-247), HT-29 (ATCC® HTB-38), SW480 (ATCC® CCL-228) and SW620 (ATCC® CCL-227) cell lines were grown as adherent cells in Dulbecco’s modified eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin and 1% amphotericin B, at 37 °C with 5% CO_2_. The RRIDs of each cell line are listed in the Key Resources Table. The genomic identity of each cell line is described in Table 1. Corresponding 5-FU-resistant CRC cell lines were obtained after protocol described below and were cultured in DMEM medium supplemented similarly +50 μM 5-FU (#F6627) and at the same temperature and growth conditions.

**Table 1:** Colorectal cancer cell lines used for the study

CRC cell line	Caco-2/15	DLD-1	HCT-116	HT-29	SW480	SW620
**TNM stage**	?	III	?	II/III	II	III
**Genetic profile**						
**CIN**	+	–	–	+	+	+
**MSI**	–	+	+	–	–	–
**CIMP**	–	+	+	+	–	–
**CMS and proteomic subtypes**						
**CMS subtype**	2	N/A	1	3	N/A	N/A
**Proteomic subtype**	A	B	B	D	E	B
**Mutations**						
***KRAS***	–	G13D	G13D	–	G12V	G12V
***BRAF***	–	–	–	V600E	–	–
***PIK3CA***	–	E545K; D549N	H1047R	P449T	–	–
***TP53***	E204X	S241F	–	R273H	R273H; P309S	R273H; P309S
**Radio- and chemo-sensitivities**						
**Radio-sensitivity (LD50)**	4.3 Gy	2.9 Gy	1.7 Gy	4.6 Gy	2.4 Gy	2.7 Gy
**5-FU-sensitivity (IC**_**50**_**)**	2.1 μM	9.3 μM	4.5 μM	2.7 μM	2.4 μM	6.7 μM

The table lists the TNM stages of the patients which these lines come from. Genetic profiles CIN, MSI and CIMP are indicated (+) as well as the CMS and proteomic subtypes [2, 57, 58], the associated mutations [59–63] and the LD50 and IC_50_ previously measured (Fig. 1, Fig. S1). *TNM* tumor, nodes, metastasis, *CIN* chromosomal instability, *MSI* microsatellite instability, *CIMP* CpG island methylator phenotype, *CMS* consensus molecular subtype, *KRAS* V-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog, *BRAF* v-Raf murine sarcoma viral oncogene homolog B1, *PIK3CA* phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit alpha isoform, *TP53* cellular tumor antigen p53

### 5-FU-chemoresistance induction and cell viability assays

To establish the acquired resistant cell lines, DLD-1, HCT-116 and HT-29 were grown in medium supplemented with increasing concentrations of 5-FU for 8 months. The cells underwent three passages in increasing concentrations of 5-FU: 2 μM then 5 μM then increasing by 5 μM at each step, up to 50 μM. The resistant cells are maintained in a medium supplemented with 50 μM 5-FU. For the cell viability assays, 20,000 sensitive and resistant cells were grown in 6-well plate (D0) for two days. They were treated with either 10 μM uracil (control, #U1128), or 10 μM 5-FU or 50 μM 5-FU at D + 2. There were counted using a hemocytometer at D + 2, D + 4 and D + 7 (three parallel samples in three independent experiments for each point for each cell line). Dose-response curves were obtained with GraphPad Prism 8.1.2 for Windows (GraphPad Software, San Diego, California USA, www.graphpad.com).

### DNA damage assays

A time course was carried out to assess the presence of DNA damage. Four experimental conditions were tested: (1) control, (2) chemotherapy alone, (3) radiation therapy alone and (4) chemotherapy combined with radiation therapy. 500,000 DLD-1, HCT-116 and HT-29 cells were grown in 100 mm Petri dish for 48 h. Cells were either (1) treated with uracil 10 μM for 1 and 24 h, or (2) treated with 5-FU 10 μM for 1, 4 and 24 h, or (3) irradiated with the corresponding LD50 using the irradiator X-RAD 225 XL (Precision X-ray) and lysed after 1, 4 and 24 h post-irradiation, or (4) treated with 5-FU 10 μM for 24 h, irradiated with the corresponding LD50 and lysed after 1, 4 and 24 h post-irradiation.

#### Proteomics

##### Experimental conditions

Three experimental conditions were tested: 1) control, 2) chemotherapy alone and 3) chemotherapy combined with radiotherapy. 250,000 DLD-1, HCT-116 and HT-29 cells were grown in 100 mm Petri dish for 72 h. They were treated with either 10 μM uracil (condition 1) or 10 μM 5-FU (condition 2) for 24 h. Medium was changed and cells were irradiated with corresponding LD50 using an X-ray irradiator (X-RAD 225 XL, Precision X-Ray) (condition 3). The device was operated as per manufacturer’s settings for cultured cells (225 kV, 2 mm aluminum filter at 13.3 mA). The same conditions with the corresponding resistant cell lines were conditions 4 to 6. All the experimental conditions were described in Fig. S2 and Table S1.

##### Preparation of whole-cell protein extracts

The cells were washed three times in cold PBS 1X, harvested in cold PBS 1X and centrifuged at 500 *x g* at 4 °C for 5 min. The pellets were lysed in 8 M urea 10 mM HEPES pH 8.0 and centrifuged at 16000 *x g* at 4 °C for 10 min. The amounts of protein in the supernatants were measured with Thermo Scientific™ Bicinchoninic acid (BCA) protein assay kit (#23225) and an amount of 50 μg of proteins was kept for each sample. The volumes were adjusted to 100 μL with 100 mM TEAB dissolution buffer (triethyl ammonium bicarbonate #90114).

##### Reduction and alkylation

Five μL of 200 mM TCEP reducing agent (Bond-Breaker™ Tris-(2-carboxyethyl)-phosphine solution #77720) were added to each sample, which was then incubated at 55 °C for 1 h. Five μL of 375 μM CAA alkylated agent (chloroacetamide) were added to each sample, which was then incubated at room temperature in the dark for 30 min. Six volumes of chilled acetone was added, and proteins were precipitated at −20 °C for at least 4 h. The samples were centrifuged at 8000 *x g* at 4 °C for 10 min, and then the pellets were dried.

##### Protein digestion

The pellets were resuspended in 100 μL of 50 mM TEAB. 1.25 μg of 12.5 ng/ml Trypsin Gold (Promega #V5280) modified in 50 mM acetic acid was added then the samples were digested at 37 °C under agitation overnight.

##### Peptide labelling, purification and desalting

Each TMTsixplex label reagent (#90066) was equilibrated at room temperature, dissolved in 41 μl anhydrous acetonitrile and added in a 50 μg-peptide sample (more details in Table S1). The samples were incubated at room temperature for 1 h. Four μl of 5% hydroxylamine quenching reagent (#90115) were added to the samples, which were then incubated at room temperature for 15 min. The six conditions were pooled and peptides were purified and desalted as described here [64].

##### High performance liquid chromatography separation coupled to mass spectrometry (HPLC-MS/MS)

Trypsin-digested TMT-labelled peptides were separated by HPLC-MS/MS. Two-hundreds nanograms of digested peptides were injected into an HPLC (nanoElute, Bruker Daltonics) and loaded onto a trap column with a constant flow of 4 μL/min (Acclaim PepMap100 C18 column, 0.3 mm id x 5 mm, Dionex Corporation). Peptides were then eluted onto an analytical C18 Column (1.9 μm beads size, 75 μm x 25 cm, PepSep) over a 2-h gradient of acetonitrile (5–37%) in 0.1% formic acid (FA) at 500 nL/min while being injected into a TimsTOF Pro Mass Spectrometer coupled with a Captive Spray nano-electrospray source (Bruker Daltonics). Data were acquired using data-dependent auto-MS/MS with a 100–1700 m/z mass range, with PASEF enabled with a number of PASEF scans set at 10 (1.27 s duty cycle) and a dynamic exclusion of 0.4 min, m/z dependent isolation window and collision energy of 42.0 eV. The target intensity was set to 20,000, with an intensity threshold of 2500.

##### Quantification and bioinformatics analysis

Feature extraction, database searching, and quantitation were performed with the MaxQuant version 1.5.2.8 software [65] and the Uniprot human protein database (version 10/04/2018, 20,368 entries). The following settings were used for the MaxQuant analysis: fixed modifications were carbamidomethylation on cysteine; enzyme was trypsin (K/R not before P); maximum 2 missed cleavages per peptides were allowed; variable modifications were oxidation (M), acetylation (N-terminal), phosphorylation (STY) and carbamylation (K/N-terminal). Quantification was performed through TMT-6plex (CID/HCD) with a mass tolerance of 0.2 Da, an FDR threshold of 5% and reporter ion type was MS2. For each protein, the sum of the intensities between the replicates were realized and the ratios between the six conditions were calculated, then the z-scores (confidence interval of 5%).

#### Transcriptomics

##### Experimental conditions

The same experimental conditions as “Proteomics – Experimental conditions” section were used for transcriptomics experiments.

##### Preparation of total RNA extracts

Total RNA from the six conditions for the three CRC cell lines in triplicate was extracted using RNeasy RNA isolation kit (#74104). The RNA concentrations were measured by NanoDrop and RNA qualities were evaluated on 1.2% agarose gel. The 54 samples were sent to McGill University and Genome Quebec Innovation Center.

##### Preparation of libraries and sequencing

Libraries were generated from 250 ng of total RNA. mRNA enrichment was performed using the NEB Next® Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, USA). The cDNA synthesis was performed using NEBNext RNA® First Strand Synthesis and NEBNext® Ultra™ II Directional RNA Second Strand Synthesis modules (New England Biolabs, Ipswich, USA). The final steps were performed using the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, USA). PCR adapters and primers were obtained from New England Biolabs. The libraries were quantified by Kapa Illumina GA with Revised Primers-SYBR Universal Fast Kit (Kapa Biosystems, Wilmington, USA). The average size of the RNA fragments was determined using the LabChip GX instrument (PerkinElmer, Waltham, USA). Sequencing of the libraries was performed using NovaSeq 6000 (Illumina, San Diego, USA) using an S4 PE100 protocol.

##### Sequence alignment

RNA-seq analysis was carried out as described previously [66]. Briefly, raw data, obtained from the McGill Genome Centre in BAM format, were reversed to FASTQ format using the Picard 2.21.6 tools (https://broadinstitute.github.io/picard/). RNA read quality was assessed using FastQC 0.11.8 (30254741) and the Trimmomatic 0.36 tool (24695404) was used to preprocess the data [67]. The reads were aligned, and transcripts were quantified using Kallisto 0.44.0 software [68]. The human genome GRCh38.p13 and annotation from ENSEMBL (Homo sapiens version 98) were used to create the transcriptome annotation. Gene counts and gene TPM were obtained by summing the corresponding value of each transcript of a gene. The differential expression was performed using the DESeq2 1.14.1 R package [69].

#### QUANTIFICATION AND STATISTICAL ANALYSIS

All experiments were performed on biological replicates. Sample sizes for each experiment are reported in the corresponding figure legends and methods. Statistically significant differences between control and experimental groups were determined using a test which is reported in the corresponding figure legends and methods, and were calculated using GraphPad Prism 8.1.2 for Windows (GraphPad Software, San Diego, California USA, www.graphpad.com). Venn diagrams were generated using Venny 2.1.0 [70]. Gene ontology analyses were performed using STRING network [71] and g:Profiler [72] to highlight the biological processes modulated.

## Results

### Colorectal cancer cell lines have different intrinsic radio- and chemo-sensitivities

Radiation therapy combined with 5-FU-chemotherapy is the current standard of care treatment in the neoadjuvant setting for patients (TNM stages II and III) [64]. To assess the sensitivity to irradiation and 5-FU, six commonly used CRC cell lines, Caco-2/15, DLD-1, HCT-116, HT-29, SW480 and SW620 were treated with either treatment to measure the half maximal lethal dose (LD_50_) and half maximal inhibitory concentration (IC_50_), respectively. These cell lines had different genetic profiles and the mutations in key genes involved in CRC development have been characterized as well as the proteomic subtypes and the consensus molecular subtypes (CMS) (Table 1).

In order to determine the sensitivity to ionizing radiations, these cell lines were exposed to 2, 4, 6 and 8 Gy at D + 1 post-seeding and colony forming units (CFU) were counted after an 8-day or 12-day incubation (Fig. 1A; Fig. S1A). These results showed that these CRC cell lines had different intrinsic radio-sensitivities (Fig. 1B; Fig. S1B). The same experiments were performed to determine the 5-FU-sensitivity. These cell lines were subjected to increasing doses of 5-FU from 0.1 to 100 μM administered for 24 h at D + 1 post-seeding and CFU were counted after an 8-day or 12-day incubation (Fig. 1C; Fig. S1C). These results showed that these CRC cell lines also had different intrinsic chemo-sensitivities (Fig. 1D; Fig. S1D). Interestingly, the LD_50_ (irradiation treatment) and IC_50_ (5-FU treatment) values for all six cell lines were different and did not correlate (Table 1). For the rest of the experiments, three CRC cell lines were selected for further investigation: HCT-116, HT-29 and DLD-1 CRC cell lines, because they presented different genetic profiles and mutations, as well as different radio- and chemo-sensitivities (Fig. 1B, D; Table 1).

**Fig. 1:**
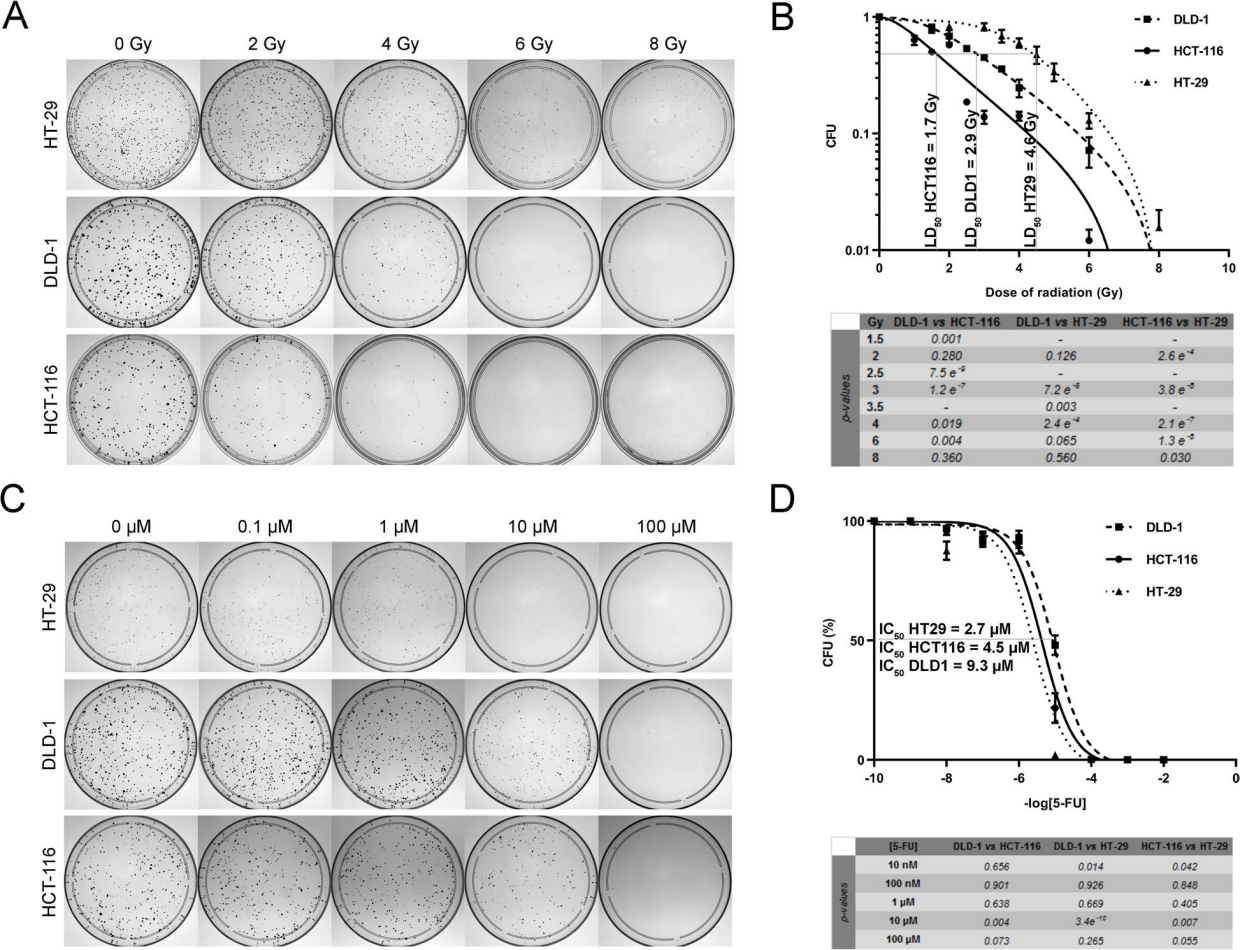
Colorectal cancer cell lines show different intrinsic radio- and chemo-sensitivities. **A** CFU in response to radiations. For each cell line, 1000 cells were seeded at day 0 and irradiated with 2, 4, 6 or 8 Gy at D + 1. CFU from DLD-1 and HCT-116 or HT-29 were counted after an 8-days or 12-days incubation, respectively. **B** Radiation sensitivity of CRC cell lines. LD_50_ values are indicated on the graph for the three cell lines (three parallel samples in three independent experiments). Student’s t-test was used to compare the results obtained for each radiation dose and p-values were indicated in the Table. **C** CFU in response to 5-FU. From each cell line, 1000 cells were seeded at day 0 and treated for 24 h with or without 5-FU (0.1, 1, 10 or 100 μM) at D + 1. CFU from DLD-1 and HCT-116 or HT-29 were counted after an 8-days or 12-days incubation, respectively. Colonies were counted using ImageJ [73]. **D** 5-FU sensitivity of CRC cell lines. IC_50_ values are indicated on the graph for the three cell lines (three parallel samples in three independent experiments). Student’s t-test was used to compare the results obtained for each 5-FU dose and p-values were indicated in the Table. 5-FU: 5-fluorouracil; CFU: colony forming unit; CRC: colorectal cancer; Gy: Gray; LD_50_: half maximal lethal dose; IC_50_: half-maximal inhibitory concentration

### Induction of a 5-FU-chemoresistance in colorectal cancer cell lines

Chemoresistance commonly appears in cancer patients and represents a major obstacle to the success of their treatment. It can be intrinsic, but some patients develop it during the treatment. 5-FU-chemoresistance was induced in CRC cell lines in order to study this acquired chemoresistance by passaging cells with increasing concentrations of 5-FU up to 50 μM (Fig. 2A). Remarkably, morphological differences were observed between sensitive CRC cell lines and corresponding resistant cell lines. Resistant cell lines have a more fibroblastic appearance and demonstrate reduced intercellular contacts compared to the 5-FU-sensitive corresponding cell lines (Fig. 2B).

**Fig. 2:**
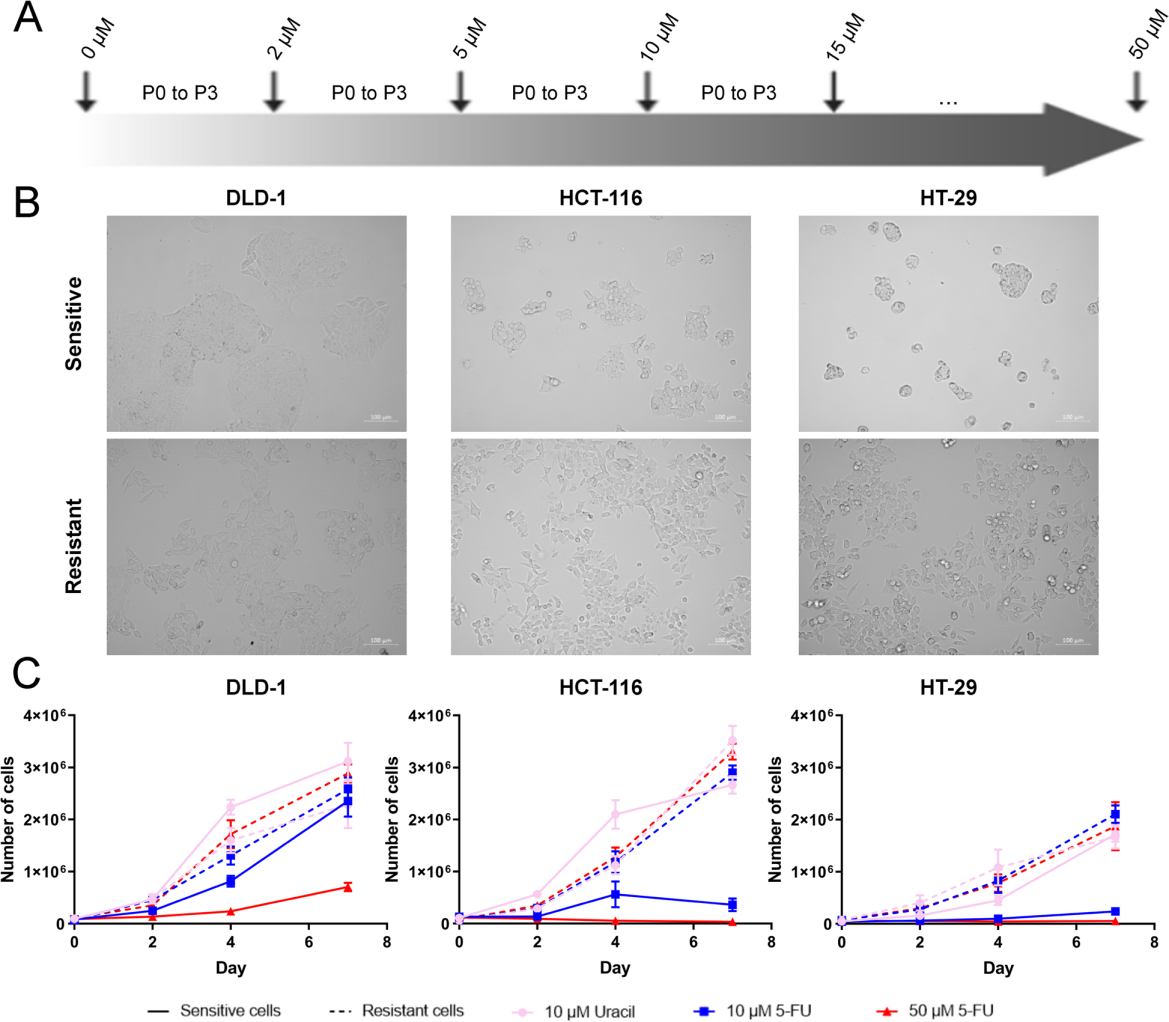
5-FU-resistant colorectal cancer cell lines normally grow in a high concentration of 5-fluorouracil. **A** Protocol for induction of a 5-FU-chemoresistance in CRC cell lines. DLD-1, HCT-116 and HT-29 were treated with increasing doses of 5-FU (culture medium is changed every two days). Cells underwent three passages in each dose of 5-FU. 5-FU treatments were started at 2 μM up to 50 μM by increasing the dose by 5 μM at each stage. **B** Morphological changes observed after induction of a 5-FU chemoresistance. Cells visualized under 10X magnification with Cell Discoverer 7 microscope. 5-FU-resistant DLD-1, HCT-116 and HT-29 CRC cell lines have a more fibroblastic appearance and demonstrate reduced intercellular contacts compare to the 5-FU-sensitive corresponding cell lines. Additionally, drug resistant cells extend pseudopodia. **C** Cell proliferation assays. 5-FU-sensitive (solid line) and -resistant (dotted line) DLD-1, HCT-116 and HT-29 CRC cell lines were seeded at D0 in six-well plates. They were treated at D + 2 for 24 h with 10 μM uracil (pink, circle) or 10 μM (blue, square) or 50 μM (red, triangle) 5-FU. They were counted at D + 2, D + 4 and D + 7 (three parallel samples in three independent experiments) in order to obtain these cell viability curves (GraphPad Prism 8.1.2). 5-FU: 5-fluorouracil; CRC: colorectal cancer

The proliferation of sensitive and resistant CRC cell lines in response to different doses of 5-FU (10 μM and 50 μM) administered for 24 h was measured for seven days to ensure that resistance was acquired in these cell lines (Fig. 2C). These graphs therefore confirmed that the cell lines were initially sensitive (Fig. 2C, solid lines, blue and red). After four days, sensitive cells treated with 10 μM 5-FU displayed the difference in sensitivity between the three cell lines previously observed with, in increasing order of 5-FU sensitivity, DLD-1 (IC_50_: 9.3 μM), HCT-116 (IC_50_: 4.5 μM) and then HT-29 (IC_50_: 2.7 μM) (Fig. 2C, solid lines, blue; Fig. 1C, D; Table 1). No difference was observed between treatments in resistant cell lines (Fig. 2C, dotted lines). These results validated the acquired chemoresistance in those cell lines.

### Transcriptomics and proteomics analysis of chemotherapy and radiotherapy in sensitive and resistant CRC cell lines

In order to study the changes in gene expression, quantitative proteomics and transcriptomics analyses were performed on these cell lines, comparing the resistant cells as well as the effect of chemo and radiotherapy.

For the proteomics analysis, an approach using six-plex TMT was used to determine differences in protein expression. To achieve this, total proteins from each of the three cell lines (either sensitive or resistant to 5-FU) were treated under three different conditions (uracil, 5-FU or 5-FU + irradiation) then were extracted in triplicate. All those different conditions were then mixed differentially in order to allow comparison between the different cell lines and the different treatments, resulting in different 6-plex TMT mixes (Table S1). Hierarchical clustering analysis of the datasets was performed to determine the variance found between the proteins quantified for all cell lines and conditions (Fig. 3A). The treatment with 5-FU caused the most variance when compared to control, while treatment with irradiation exhibited very little additional effect. The results are viewed globally in Fig. 3B as circles whose respective share are proportional to the number of significantly modulated proteins. Significantly upregulated and downregulated proteins are presented as light and dark share of the circle, as well as the comparison between the sensitive and resistant cell lines (|z-score (ratio) ≥ 1.96|) (Fig. 3B, Tables S2.1–15, Tables S3.1–9).

**Fig. 3:**
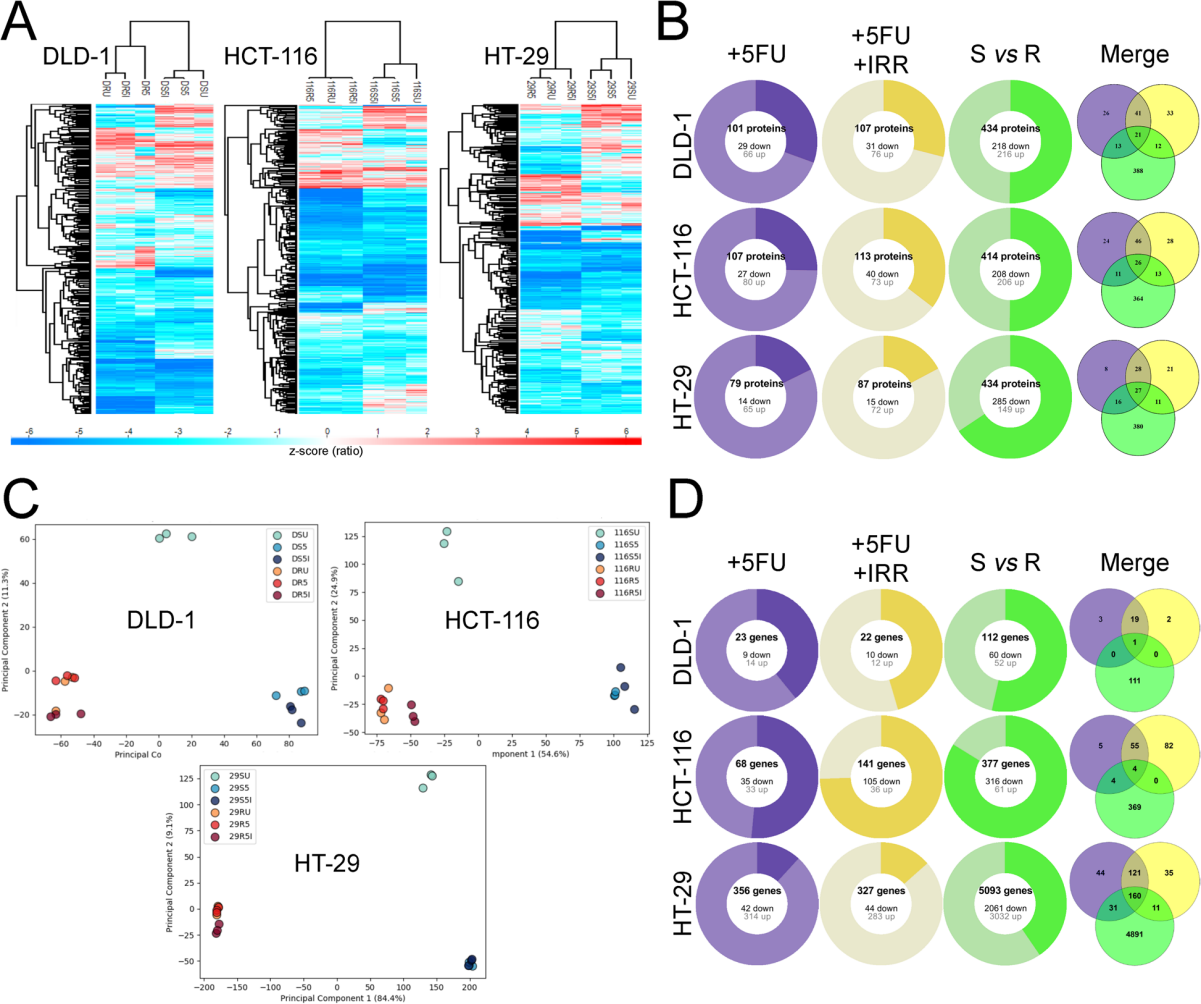
Transcriptomics and proteomics analysis of chemotherapy and radiotherapy in sensitive and resistant CRC cell lines. **A** Heat maps of the proteomics data from sensitive (S) and resistant (R) DLD-1 (D), HCT-116 (116) and HT-29 (29) CRC cell lines treated with uracil (U), 5-FU alone (5) or with irradiation (5I) (Perseus 1.6.12.0) [74]. **B** Representation of the number of significant up- (light) and down-regulated (dark) proteins for each CRC cell line after a treatment with 5-FU alone (+5FU, purple) or with irradiation (+5FU + IRR, yellow) compared to the control condition (uracil) and after the induction of a chemoresistance (S vs R, green). A minimum absolute z-score of 2 (calculated from the ratio treated/control) was used to determine significance. Venn diagrams (merge) highlight the common modulated proteins between the three conditions for each CRC cell line (Venny 2.1.0) [70]. **C** PCA analysis of the RNA seq data from sensitive (S) and resistant (R) DLD-1 (D), HCT-116 (116) and HT-29 (29) CRC cell lines treated with uracil (U), 5-FU alone (5) or with irradiation (5I). The biological triplicates for each sample are grouped by colors. The two main components PC1 and PC2 were used for two-dimensional visualization of the analysis. **D** Representation of the number of significant up- (light) and down-regulated (dark) transcripts for each CRC cell line after a treatment with 5-FU alone (+5FU, in purple) or with irradiation (+5FU + IRR, in yellow) compared to the control condition (uracil) and after the induction of a chemoresistance (S vs R, in green). A minimum absolute fold change of 2 combined with an adjusted p-value threshold ≤0.01 was used to determine significance. Venn diagrams (merge) highlight the common modulated transcripts between the three conditions for each CRC cell line (Venny 2.1.0) [70]

Changes in gene expression at the transcriptional level in the different cell lines under different conditions was analyzed by RNAseq. 

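The RNA-seq data cover DLD-1, HCT-116 and HT-29, 3 human colorectal cancer cell lines, each in its sensitive form and in a form grown to 5-FU resistance. 5-FU is a pyrimidine analogue that blocks thymidylate synthase and enters RNA and DNA. Cells received 10 µM uracil as the control, 10 µM 5-FU, or 10 µM 5-FU with irradiation, and the treatment lasted 24 h. The irradiation dose was 2.9 Gy for DLD-1, 1.7 Gy for HCT-116 and 4.6 Gy for HT-29. Each of the 18 conditions had 3 replicates, which gave 54 libraries of poly(A)-selected RNA. The authors trimmed the reads, quantified them with kallisto against Ensembl transcripts, and deposited estimated counts and TPM (abundance of transcripts corrected for length and depth) summed per gene. Of the gene counts, 60.7% were whole numbers, and the estimated counts were rounded to whole numbers before any test. Kallisto divides reads that fit several transcripts between them, so values of genes with near-identical copies, zinc finger genes among them, are estimates of that division. All libraries entered the analysis under the condition given by the sample list of the paper (Table S4). The libraries labelled resistant HT-29 carried a limit that bears on every comparison with them. In the uracil condition they expressed, at 1 TPM or more, 95.7% of 47 genes that marked sensitive HCT-116 (at least 10 TPM there and at most 0.1 TPM in the other sensitive lines) and 0% of the 7 genes that marked sensitive HT-29. A difference between these libraries and sensitive HT-29 can therefore hold a difference between cell lines as well as one due to resistance.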

To achieve this, total RNA from the three conditions (uracil, 5-FU or 5-FU + irradiation) for the three CRC cell lines either sensitive or following acquired resistance to 5-FU were extracted in biological triplicates. Sequencing of the 54 libraries was performed using NovaSeq 6000 (Illumina) using an S2 PE100 protocol. The number of reads varied between 56,377,534 and 240,114,519 for each sample. 

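The deposited estimated counts summed to between 38957142 and 218518344 per library, with a median of 51373543. These sums count read pairs assigned to transcripts, and all values below use them, while the paper gives the number of sequenced reads in its text and in Table S4. The highest total was that of replicate 2 of sensitive, uracil-treated DLD-1 cells. Without it the highest total was 86673615. In sensitive cells treated with uracil, the median total was 57377188 in DLD-1, 51901488 in HCT-116 and 55914473 in HT-29. In resistant cells treated with uracil, the medians were 49348152, 49505365 and 43423302 in the same order. Under 5-FU the medians were 60125999, 55261779 and 77882715 in the sensitive lines and 46270820, 50721945 and 45482497 in the resistant lines. With added irradiation they were 56959606, 50635191 and 54910473 in the sensitive lines and 47978322, 50914677 and 51371281 in the resistant lines. The count of the deepest library was thinned to 50349154 as an alternative, which left the direction and the side of the threshold of every DLD-1 result it was run on as they were.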

The readings were aligned to the human transcriptome constructed from the annotations from ENSEMBL (Homo sapiens version 98) (Table S4). Gene quantification analysis revealed that the annotation contained 59,369 genes, with 23,313 detected in at least one sample (using a minimal quantification of 1 TPM) (Table S5). 

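The deposited table held 59368 genes. Of these, 49129 had a count above 0 in at least 1 library, and 25055 reached 1 TPM in at least 1 of the 54 libraries. A mean of 1 TPM in at least 1 condition was reached by 21996 genes. Single libraries had between 14821 and 17188 genes at 1 TPM or more.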

The differential expression of transcripts and genes was obtained by comparing the specific data for each cell line compared to the control condition (Tables S6.1–15, Tables S7.1–9). Principal component analysis (PCA) of the datasets was performed to determine the variance found between the transcripts quantified for all cell lines and conditions as well as to validate the reproducibility of the triplicates for each experiment. This analysis confirmed the propinquity of each triplicate (Fig. 3C). 

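Within each condition, the 3 replicates were compared in pairs on log2(TPM + 1) of all genes. Over the 54 replicate pairs, Pearson's r across genes ranged from 0.990 to 0.995. Genes are not independent replicates, so r here describes the libraries only. The counts of each replicate pair differed by more than the sampling noise, with a chi-square per degree of freedom of at least 2.31, in all 54 pairs. Principal components were computed for each line from log2(TPM + 1) of genes that reached 1 TPM. The first component held 34.2% of the variance in DLD-1, 40.2% in HCT-116 and 78.7% in HT-29. The second held 9.53%, 14.4% and 6.91%. Of the alternatives, a pseudocount of 0.1 in place of 1 lowered the share of the first component most in DLD-1 and HCT-116, to 21.8% and 25.4%. In HT-29 the largest drop, to 57.0%, came from scaling each gene to unit variance.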

The control condition (sensitive, uracil-treated) is annotated with the lightest shade, located on the top and center of the PC1 and PC2 components respectively. 

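The distance between 2 libraries was taken as the root mean square difference of log2(TPM + 1) over the genes of each line that reached 1 TPM. Replicates of a condition lay 0.409 apart on average in DLD-1, 0.407 in HCT-116 and 0.398 in HT-29. Between sensitive cells under uracil and under 5-FU, the mean distance was 0.489 in DLD-1 (9 library pairs, from 0.427 to 0.527), 0.578 in HCT-116 (from 0.541 to 0.611) and 0.630 in HT-29 (from 0.618 to 0.646). In HCT-116 and HT-29 each of these pairs lay farther apart than any replicate pair, which reached 0.434 and 0.426. In DLD-1 replicate pairs reached 0.475, so the ranges overlapped there. Sensitive cells under 5-FU and under 5-FU with irradiation lay 0.408 apart in DLD-1, 0.400 in HCT-116 and 0.386 in HT-29, no farther apart than replicates on average. These distances describe the libraries and were not tested.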

From these analyses, the treatment with 5-FU of sensitive cells caused the most variance when compared to control, while the treatment with irradiation in combination with 5-FU exhibited very little additional effect. Interestingly, treatment of resistant cells with 5-FU had very little effect on the overall transcriptome expression, suggesting that the gene expression responsible for the acquired resistance is already in place, and is not induced by the treatment of 5-FU (Fig. 3C). 

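Resistant cells under uracil and under 5-FU lay 0.443 apart in DLD-1, 0.416 in HCT-116 and 0.416 in the libraries labelled resistant HT-29, on the same distance scale. The difference between the responses was tested with an interaction term, the 5-FU response of resistant cells minus that of sensitive cells, over the 18 libraries of each line. At an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4974 of 21816 genes differed in DLD-1, 6813 of 22975 in HCT-116 and 8406 of 23758 in HT-29. The last number compares libraries that differ in their HT-29 and HCT-116 markers. Of the differing genes, 60.1%, 61.6% and 54.5% had a positive term, a higher signed log2 fold change under 5-FU in resistant than in sensitive cells. A gene that 5-FU lowered in sensitive cells only also has a positive term, so the sign does not mean a stronger response of resistant cells. With library size as the only scaling, the shares were 39.2%, 51.5% and 41.2%, and the median over all genes moved from -0.014 to -0.12 in DLD-1 and from -0.025 to -0.16 in HT-29 on the log2 scale. Genes that 5-FU changed in sensitive cells moved by a median of 1.31 in DLD-1, 1.36 in HCT-116 and 1.51 in HT-29 (log2, taken in their own direction). In resistant cells the same genes moved in the direction of the sensitive cells by a median of 0.052 in DLD-1 and 0.024 in HCT-116, and by -0.0017 in the libraries labelled resistant HT-29. From the small effect of 5-FU in resistant cells, the paper proposes that the expression behind the acquired resistance is already in place and is not induced by the treatment. The paper kept its resistant cells in medium with 5-FU, so they had met the drug before and sensitive cells had not. The comparison of responses cannot separate this earlier exposure from resistance.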

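Differential expression was tested from the rounded estimated counts with edgeR's quasi-likelihood test, fitted once per line over its 18 libraries in 6 groups. Libraries were scaled by TMM (trimmed mean of M values). Genes with too few counts for a test were removed by edgeR's filterByExpr, which left 21816 genes in DLD-1, 22975 in HCT-116 and 23758 in HT-29. A gene was counted as changed at an adjusted p (Benjamini-Hochberg) of at most 0.01 and a log2 fold change of at least 1 in either direction, which is 2-fold. On simulated counts drawn from the real means and library sizes, 200 of 200 changed genes were recovered in each line. The simulation gave 0 false calls in DLD-1, 2 in HCT-116 and 0 in HT-29. Its changed genes were drawn from genes with higher counts, were given changes above the threshold, and had an assumed spread. It thus checks the steps of the test, and does not show how genes with low counts or changes near 2-fold fare. DESeq2 with and without shrunken fold changes and a log2 threshold of 2 were among the alternatives.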

The differential expression was performed using the DESeq2 1.14.1 R package [69] and only those genes positively or negatively modulated by at least two-fold compared to the control, and with a maximum corrected p-value of 0.01, were considered. The results are viewed globally in Fig. 3D as circles whose respective sizes are proportional to the number of significantly modulated genes.

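In sensitive DLD-1 cells, 5-FU lowered 298 genes and raised 580. In HCT-116 it lowered 773 and raised 1100, and in HT-29 it lowered 785 and raised 2105. With irradiation added to 5-FU and the same uracil control, the counts were 338 and 669 in DLD-1, 895 and 1028 in HCT-116, and 783 and 2126 in HT-29. With each replicate left out in turn, the DLD-1 count under 5-FU lay between 749 and 902 genes. The alternative that moved these counts most was DESeq2 with shrunken fold changes and a log2 threshold of 2. It gave 7 lower and 14 higher genes under 5-FU in DLD-1, 33 and 37 in HCT-116, and 84 and 585 in HT-29. Scaling by library size alone moved the division between lower and higher genes, to 212 and 758 in DLD-1 and to 478 and 2682 in HT-29 under 5-FU, and to 227 and 923 and to 511 and 2799 under 5-FU with irradiation. That scaling also moved the median log2 fold change of all genes under 5-FU from 0.015 to 0.12 in DLD-1, from 0.025 to 0.11 in HCT-116 and from 0.034 to 0.19 in HT-29.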

#### 5-FU differentially modulates proteome and transcriptome in the three sensitive colorectal cancer cell lines

We then looked in more detail at the effect of 5-FU on the proteo-transcriptome of the three sensitive CRC cell lines (Fig. 4, Tables S2 and S3). The DLD-1 cell line, after a 10 μM 5-FU treatment, resulted in an increase in proteins involved in mitotic cell cycle (Reactome pathway: HSA-69278) (Fig. 4B, in red). Only RPL22L1 and ASNS are down-regulated both in terms of proteomics (Fig. 4A) and transcriptomics (Fig. 4C). 

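RPL22L1, on chromosome 3 from 170864875 to 170870208 (GRCh38, GENCODE 44), had 665 ± 25.0 TPM under uracil and 128 ± 6.18 TPM under 5-FU (SD, n = 3 each) in sensitive DLD-1 cells. Its log2 fold change was -2.46 (standard error 0.05, adjusted p = 2.27e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -2.50 and -2.43 with each replicate left out. ASNS, on chromosome 7 from 97851677 to 97872542, fell from 169 ± 4.35 to 36.2 ± 1.53 TPM (SD, n = 3 each). Its log2 fold change was -2.45 (standard error 0.09, adjusted p = 3.09e-14 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In both genes the 3 treated libraries lay below the 3 control libraries.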

No statistically significant biological process was observed (Tables S3.1, S7.1). 

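The 7 genes that the paper names as lower in DLD-1 or lists under its term of Table S7.1 were all lower under 5-FU here, with log2 fold changes from -4.06 to -2.05 and a median of -2.45. The study chose this list on these samples, so the count is not independent evidence. Among the changed genes with a mean of at least 1 TPM under uracil or 5-FU, the largest decrease was that of DDIT4, from 100.5 ± 10.5 to 6.58 ± 0.489 TPM (SD, n = 3 each), a log2 fold change of -4.06 (standard error 0.24, adjusted p = 3.68e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the same genes the largest increase was that of KRT4, at a log2 fold change of 5.46 (standard error 0.39, adjusted p = 1.40e-09 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). KRT4 had 0.0225 ± 0.0195 TPM under uracil and 1.41 ± 0.106 TPM under 5-FU (SD, n = 3 each). VGLL1 rose from 0.262 ± 0.114 to 2.74 ± 0.169 TPM (SD, n = 3 each).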

Regarding the HCT-116 cell line, after 5-FU treatment, there was a decrease in proteins involved in *Regulation of DNA recombination* (GO:0000018) represented by H1FX, KPNA2, RIF1, HIST1H1C and RPA2 (Fig. 5D, in orange) and from *Ribosomal subunits* (GO:0044391) included RPS29, MRPS28, RPLP1 and RPL37A (Fig. 4D, in purple) (Tables S3.4). There was also an increase in proteins involved in *P53 signalling pathway* (KEGG:04115) [75] with SFN, BAX, SERPINB5, CDKN1A, RRM2B and TP53I3 (Fig. 4E, in blue) and from mitochondria (Fig. 4E, in yellow) including TYMS, the main enzyme targeted by 5-FU (Table S3.4). At the transcriptomic level, in response to 5-FU, we noted the strong downregulation of transcripts corresponding to proteins involved in the *Mitotic cell cycle process* (GO:1903047) (Table S7.4, Fig. 4F, in blue). 

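Table S7.4 lists 17 genes under the mitotic cell cycle process in HCT-116, a list that the study chose on these samples. All 17 passed both thresholds in the lower direction in sensitive HCT-116 cells, with log2 fold changes from -2.63 to -2.03 and a median of -2.14.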

Only TP53I3 is up-regulated both in terms of proteomics (Fig. 4E, in blue) and transcriptomics (Fig. 4F). 

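TP53I3, on chromosome 2 from 24077433 to 24085861, rose from 18.4 ± 0.506 TPM under uracil to 58.6 ± 0.221 TPM under 5-FU (SD, n = 3 each) in sensitive HCT-116 cells. The log2 fold change was 1.90 (standard error 0.05, adjusted p = 1.38e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies under a log2 threshold of 2, so TP53I3 is not counted as changed at that threshold, here or with DESeq2's shrunken fold change of 1.89. KRTAP2-3, among the genes with the largest increase in this comparison, rose from 5.90 ± 0.357 to 65.3 ± 0.947 TPM (SD, n = 3 each).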

Finally, for the HT-29 cell line, no statistically significant biological process was observed at the proteomic level (Fig. 4G, H, Tables S3.7) but some upregulated proteins from *Secretory granule membrane* (GO:0030667) can be observed (Fig. 4H, in green). At the transcriptional level, there was an increase in transcripts corresponding to secreted proteins and proteins involved in the *Immune response* (Fig. 4I, in orange). 

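Table S7.7 lists 55 genes under the immune response in HT-29, a list that the study also chose on these samples. All 55 passed both thresholds in the higher direction in sensitive HT-29 cells, with log2 fold changes of at least 2.11 and a median of 2.61. In 2 of the 55, IGHE and HLA-G, the uracil libraries were at the detection floor, and the median was the same with these at their bound. Among the largest fitted increases was that of GAST, which encodes the secreted hormone gastrin. It had 0 counts in each of the 3 uracil libraries and 5.57 ± 1.20 TPM under 5-FU (SD, n = 3), at least 21.7-fold higher. Among changed genes with counts in both groups and a mean of at least 1 TPM in either, the largest decrease was that of UNC93A, from 1.62 ± 0.318 to 0.0850 ± 0.0659 TPM (SD, n = 3 each), a log2 fold change of -4.66 (standard error 0.53, adjusted p = 9.64e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).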

Only CD55 and ZNF185 are up-regulated both in terms of proteomics (Fig. 4H) and transcriptomics (Fig. 4I). 

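CD55, on chromosome 1 from 207321519 to 207386804, rose from 43.7 ± 1.55 TPM to 291 ± 10.6 TPM (SD, n = 3 each) with 5-FU in sensitive HT-29 cells. Its log2 fold change was 2.48 (standard error 0.06, adjusted p = 2.28e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ZNF185, on chromosome X from 152898067 to 152973481, rose from 8.59 ± 0.221 to 61.3 ± 1.58 TPM (SD, n = 3 each). Its log2 fold change was 2.65 (standard error 0.05, adjusted p = 2.44e-23 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).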

We found very few commonly modulated proteins (Fig. 4J) or transcripts (Fig. 4K) between the three cell lines reflecting the very large heterogeneity in response previously described.

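Among the 20026 genes tested in all 3 sensitive lines, 19 were lower and 59 were higher under 5-FU in each of them. Random gene lists of the same sizes shared 0.262 lower and 1.48 higher genes on average, and 0 of 10000 draws reached either count. Without replicate 1 of every group the shared genes numbered 15 lower and 38 higher. With a log2 threshold of 2 they numbered 0 lower and 0 higher, beside 11062, 13189 and 13964 genes with an unadjusted p under 0.05 in DLD-1, HCT-116 and HT-29. Of the changed genes of 1 line, 298 higher and 200 lower genes were found in DLD-1 only, 800 and 698 in HCT-116 only, and 1716 and 671 in HT-29 only. Across genes, which are not independent replicates, the log2 fold changes correlated between DLD-1 and HCT-116 (r = 0.343), between DLD-1 and HT-29 (r = 0.387) and between HCT-116 and HT-29 (r = 0.179). PIR, which Fig. 4K gives as lower in DLD-1 and HT-29, had log2 fold changes of -2.24 in DLD-1, -1.78 in HCT-116 and -2.36 in HT-29 (adjusted p = 2.29e-11, 2.64e-16 and 4.41e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states that the few common transcripts in Fig. 4K reflect the heterogeneity of the response.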

**Fig. 4:**
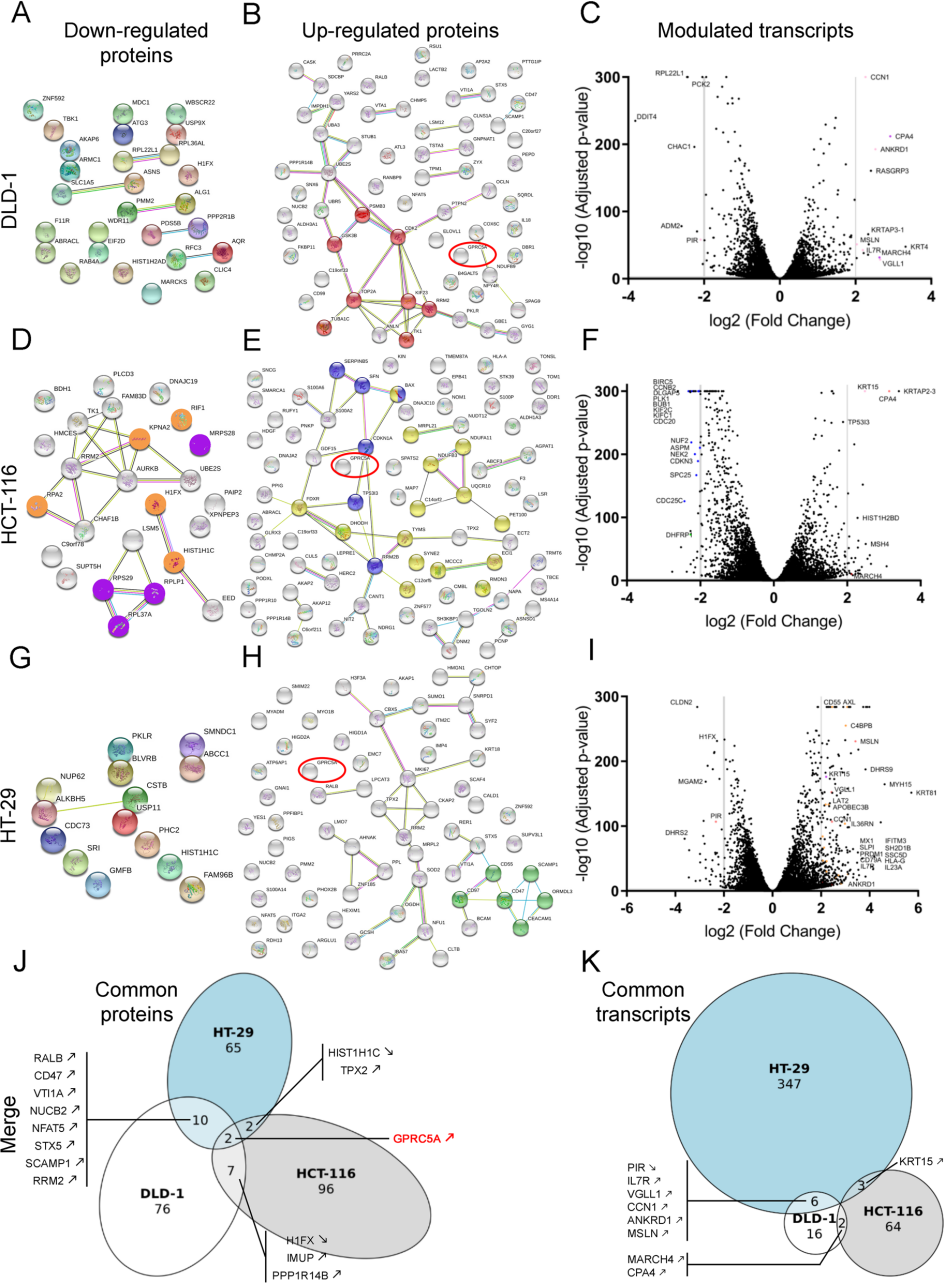
5-FU differentially modulates proteome and transcriptome in the three sensitive colorectal cancer cell lines. DLD-1 (**A-C**), HCT-116 (**D-F**) and HT-29 (**G-I**) CRC cell lines were subjected to a 10 μM 5-FU treatment during 24 h and their respective proteome and transcriptome were analyzed by TMT-6plex and RNA-sequencing in comparison with a 10 μM uracil treatment. Networks representing proteins with a statistically significant decreasing and increasing abundance in (**A-B**) DLD-1, (**D-E**) HCT-116 and (**G-H**) HT-29 CRC cell lines in response to 5-FU (STRING 11.0) [71] (|Z ≥ 1.96|). Volcano-plots representing transcripts differentially modulated in response to 5-FU in (**C**) DLD-1, (**F**) HCT-116 and (I) HT-29 CRC cell lines in response to 5-FU (GraphPad Prism 8.1.2) (|FC ≥ 2.0|). Venn diagrams representing modulated proteins (**J**) and transcripts (**K**) in common between the three CRC cell lines (eulerr.co) [76]. Up- or down-regulation of these proteins and transcripts in response to 5-FU are indicated by up or down arrows respectively. CRC: colorectal cancer; 5-FU: 5-fluorouracil

**Fig. 5:**
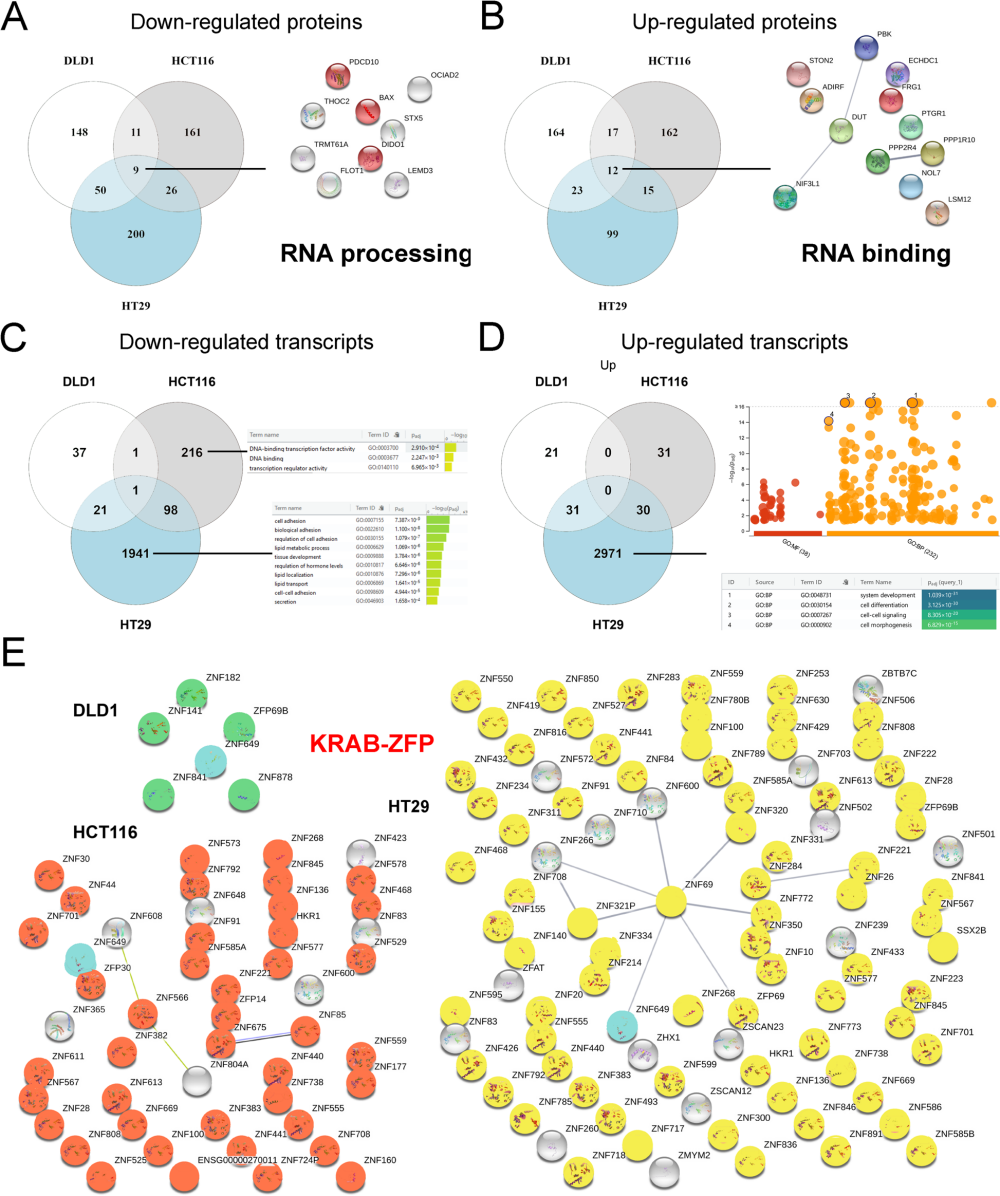
Induction of a 5-FU-resistance induced down-regulation of KRAB-ZFP in colorectal cancer cell lines. 5-FU-resistance was induced in DLD-1, HCT-116 and HT-29 CRC cell lines. Venn diagrams highlight the common modulated (**A-B**) proteins and (**C-D**) transcripts between the three CRC cell lines (Venny 2.1.0) [70]. STRING network [71] and g:Profiler tables and functional enrichment analysis [72] highlight the biological processes modulated after induction of a 5-FU-resistance. **E** STRING networks show genes corresponding to zinc finger proteins (ZFP) among the down-regulated transcripts after the induction of a chemoresistance in the three CRC cell lines. Highlighted genes (green for DLD-1, red for HCT-116 and yellow for HT-29) represent ZFP containing a Krüppel-associated box domain (KRAB-ZFP), a family of strong transcriptional repressors involved in regulation of many biological processes such as differentiation, metabolism and apoptosis. ZNF649 is highlighted in blue and is commonly down regulated in the three CRC cell lines

#### Induction of a 5-FU-resistance induced down-regulation of KRAB-ZFP in colorectal cancer cell lines

Finally, we were interested in proteins and transcripts modulated after the induction of 5-FU-chemoresistance in the three cell lines (Fig. 5). 

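Resistant and sensitive cells under uracil were compared to see which genes differed between them. The paper describes a single resistant form of each line, grown under rising drug concentrations. It names no sensitive cells kept in culture for the same time without the drug. The replicates are thus taken as cultures of the same resistant form, and the tests measure the spread between such cultures. No comparison of resistant with sensitive cells here can separate resistance from other changes during the long culture. In DLD-1, 438 genes were lower and 805 higher in resistant cells. In HCT-116, 1562 were lower and 957 higher. The libraries labelled resistant HT-29 had 4266 lower and 5094 higher genes against sensitive HT-29, a comparison that also holds the difference in HT-29 and HCT-116 markers. With library size as the only scaling, that last comparison gave 3322 lower and 6131 higher genes, and the median log2 fold change of all genes moved from 0.0011 to 0.26. Against sensitive HCT-116 in place of sensitive HT-29, a comparison chosen after seeing the data, the same libraries had 1182 lower and 589 higher genes.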

The induction of chemoresistance resulted in a much larger set of genes whose expression was differentially regulated. 

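At a log2 fold change of at least 2 in either direction, 385 genes differed between resistant and sensitive cells in DLD-1 and 852 in HCT-116. At this threshold 5-FU changed 117 and 255 genes in the sensitive cells of these lines. In HT-29 the numbers were 5421 for the libraries labelled resistant, with their HCT-116 markers, and 772 for 5-FU. Both comparisons share the sensitive uracil libraries of a line, and the difference between the counts was not tested. In DLD-1, KLHL4 fell from 6.71 ± 0.167 TPM (SD, n = 3) to at most 1 count per resistant library, at least 228-fold lower. Among the changed genes with a mean of at least 1 TPM in resistant or sensitive DLD-1 cells, PTGS2 had the largest increase, from 0.866 ± 0.0768 to 102 ± 9.67 TPM (SD, n = 3 each), a log2 fold change of 6.91 (standard error 0.08, adjusted p = 3.05e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCT-116, ZBED2 rose from 0.704 ± 0.139 to 35.4 ± 4.22 TPM and TNFRSF6B fell from 23.6 ± 2.92 to 0.0650 ± 0.113 TPM (SD, n = 3 each). The fitted log2 fold change of TNFRSF6B was -8.53, became -13.22 without replicate 3 of the resistant cells, and shrank to -0.47 with DESeq2's shrunken fold changes. ALDH1A1 had 1061 ± 55.5 TPM in sensitive HT-29 cells (SD, n = 3) and 0 counts in each uracil library labelled resistant HT-29, at least 19269-fold lower. DESeq2 gave ALDH1A1 no adjusted p.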

The number of genes that were up or down regulated was higher when compared to the effect of treatment with 5-FU on gene expression. 

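For the lower genes, DLD-1 and HCT-116 shared 38 genes that were not lower in HT-29, DLD-1 and HT-29 shared 121, and HCT-116 and HT-29 shared 399. For the higher genes the numbers were 17, 407 and 375. Without replicate 1, 2 or 3 of every group, DLD-1 and HCT-116 alone shared 30, 20 and 30 lower genes and 12, 14 and 9 higher genes. The overlaps with HT-29 rest on the libraries labelled resistant HT-29, which carried HCT-116 markers. Found in 1 line only were 256 lower and 342 higher genes in DLD-1, 1102 and 526 in HCT-116, and 3723 and 4273 in HT-29. Across genes, the log2 fold changes of resistant against sensitive cells had r = -0.045 between DLD-1 and HCT-116, 0.193 between DLD-1 and HT-29 and 0.018 between HCT-116 and HT-29. Among genes with a mean log2 CPM (counts scaled to library size) of at least 2, the r of DLD-1 and HCT-116 became -0.172, against an SD of 0.0301 over the fits that each left out one replicate, and that of HCT-116 and HT-29 became -0.003.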

Interestingly, the overlap between each cell line is very low, suggesting that even though they acquired resistance to 5-FU, the mechanisms involved appeared to be different (Fig. 4J, K).

At the proteome level, down-regulated proteins were found in the three cell lines such as PDCD10, OCIAD2, THOC2, STX5, TRMT61A, DIDO1, FLOT1, LEMD3 or even the pro-apoptotic protein BAX (Fig. 5A). Proteins commonly up-regulated were also found in the three lines, namely PBK, DUT, NIF3L1, STON2, ADIRF, ECHDC1, FRG1, PTGR1, NOL7, LSM12, PPP2R4 and PPP1R10 (Fig. 5B). The major observation is that the induction of chemoresistance to 5-FU largely affects the proteins involved in RNA metabolism (Fig. 5A, B; Tables S3.3, S3.6, S3.9).

At the transcriptome level, there are few transcripts common to the three cell lines after induction of resistance to 5-FU (Fig. 5C, D) and therefore no significant common biological processes were identified (Tables S7.3, S7.6, S7.9). However, the most significant molecular function that was found to be downregulated was transcription repression and included Krüppel-associated box (KRAB) domain-containing zinc-finger proteins (KZFP) (Fig. 5E) including ZNF649, the only common down-regulated transcript between the three cell lines (Fig. 5E, in blue). 

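In all 3 lines, 23 genes were lower and 39 higher in the resistant libraries. Lists drawn at random from the 20026 genes tested in all lines shared 2.91 and 5.15 genes on average, and 0 of 10000 draws reached either count. Without replicate 1, 2 or 3 of every group, the shared higher genes numbered 22, 21 and 25, and the shared lower genes 23, 18 and 19. At a log2 threshold of 2, 6 genes were lower and 3 higher in all 3 lines. With DESeq2's shrunken fold changes and the same threshold, 2 were lower and 0 higher, beside 8800, 12449 and 17745 genes with an unadjusted p under 0.05 in DLD-1, HCT-116 and HT-29. The HT-29 part of these counts is limited by the HCT-116 markers of its resistant libraries.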

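Zinc finger genes with a KRAB domain, which recruits repressor complexes to DNA, were lower in resistant cells more often than other genes. Of the tested KZFP genes, 7.17% were lower in DLD-1 against 1.93% of the other genes (odds ratio 3.91, Fisher's exact test, two-sided p = 3.03e-07). In HCT-116 the shares were 19.3% and 6.64% (odds ratio 3.37, p = 5.96e-13 in the same exact test). In the libraries labelled resistant HT-29, with the limit of their HCT-116 markers, they were 36.0% and 17.7% (odds ratio 2.61, p = 2.57e-14 in the same exact test). Over the 3 lines, the Benjamini-Hochberg adjusted values were 3.03e-07, 8.94e-13 and 7.71e-14. The exact test treats genes as independent, and neighbouring KZFP genes were often lower together, so its p-values may be too small. Genes matched to KZFP genes on mean expression, chosen after seeing the data, were lower in 2.75%, 11.2% and 18.6% of cases. A part of the gap to the other genes thus goes with expression level. As a set, the KZFP genes shifted down in camera with its preset correlation of 0.01, at p = 0.000512 in DLD-1, 0.0288 in HCT-116 and 0.00208 in HT-29. With an estimated correlation the calls held in DLD-1 (p = 0.00788) and HT-29 (p = 0.00635) but not in HCT-116 (p = 0.178), and under fry they held in all 3 lines. Camera sets the KZFP genes against other genes, while fry asks only whether the set moved, so fry does not settle HCT-116. Among lists matched on expression, GC content and transcript length, chosen after seeing the data, the median of HCT-116 lay at percentile 32.2. The shift of the whole set in HCT-116 therefore stays open.
ZNF649 is the gene that the paper found lower in each line. In DLD-1 it had 1.01 ± 0.0471 TPM in sensitive and 0.147 ± 0.119 TPM in resistant cells, in HCT-116 2.15 ± 0.312 and 0.0716 ± 0.0125 TPM, and in HT-29 1.47 ± 0.341 and 0.0708 ± 0.108 TPM (SD, n = 3 each). The log2 fold changes were -4.38 (standard error 0.31), -5.00 (standard error 0.30) and -5.79 (standard error 0.41), with adjusted p = 4.05e-10, 4.26e-12 and 1.37e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against sensitive HCT-116, the comparison of the libraries labelled resistant HT-29 that was chosen after seeing the data, ZNF649 had a log2 fold change of -6.12. The paper gives transcription repression, a group that included KZFP genes, as the most significant down-regulated molecular function at the transcript level.

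**Figure D1:**
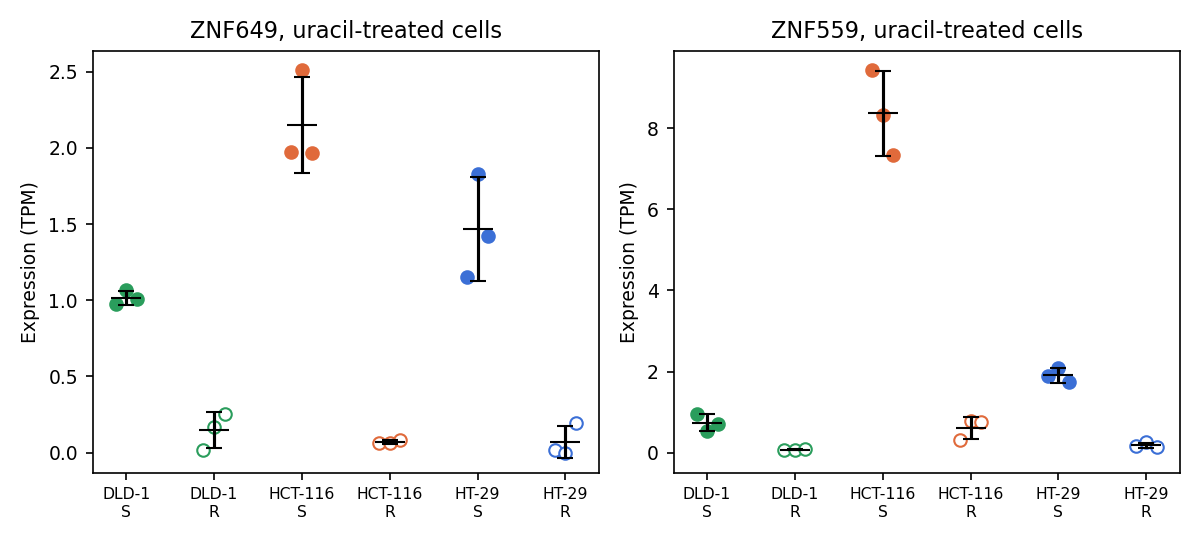
Expression of ZNF649 and ZNF559 in TPM (vertical axis) in uracil-treated sensitive (S, filled) and resistant (R, open) cells of each line. Points are the 3 replicates, and the black lines are the mean and SD. In both genes every resistant library lies below every sensitive library of its line, and the R libraries of HT-29 are those that carried HCT-116 markers.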

To confirm the observation that KZFPs were downregulated, quantitative RT-PCR assays in sensitive and resistant cell lines were performed using a subset of the downregulated KZFPs. Total RNA was extracted from sensitive and resistant DLD-1, HCT-116 and HT-29 cell lines, and qRT-PCR was performed to quantify the relative amount of RNA using primers specific for the indicated genes (Fig. 6). The cell lines indicated in red for each of the KZFPs are the cell lines displaying downregulation of the mRNA as measured by RNAseq, which overall shows a very strong correlation between the two types of experiments (Fig. 6). This experiment confirmed that ZNF649 is indeed downregulated in all three cell lines, as well as ZNF559. Moreover, it confirmed that DLD-1 cells have fewer KZFPs that are downregulated as compared with HCT-116 and HT-29 (Fig. 5E). 

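Fig. 6 marks 32 combinations of a KZFP gene and a line as lower by RNAseq, among the 16 genes it shows. All 32 passed both thresholds here, and all also passed a log2 threshold of 2. They divide into 4 in DLD-1, 13 in HCT-116 and 15 in the libraries labelled resistant HT-29, which carried HCT-116 markers. Of the 16 unmarked combinations, 1 was lower past both thresholds, ZNF559 in DLD-1, and 1 was higher, ZNF708 in DLD-1. The log2 fold change of ZNF708 there was 1.05 (standard error 0.11, adjusted p = 8.71e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.98, under the threshold, without replicate 3 of the resistant cells. The paper chose these genes from the same libraries, so this count is not independent of its RNAseq result. ZNF182 was marked in DLD-1 only, where it fell from 1.89 ± 0.0755 TPM (SD, n = 3) to at most 1 count per library, at least 63.7-fold lower. ZNF28 fell in HCT-116 from 9.58 ± 1.24 to 0.220 ± 0.271 TPM (SD, n = 3 each), a log2 fold change of -5.96 (standard error 0.22, adjusted p = 1.63e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).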

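In DLD-1, 22 of 307 tested KZFP genes were lower in resistant cells and 4 were higher. HCT-116 had 57 lower and 6 higher of 295, and the libraries labelled resistant HT-29 had 112 lower and 33 higher of 311. At a log2 threshold of 2 the lower genes numbered 12, 46 and 80. With library size as the only scaling, an alternative chosen after seeing the data for these counts, they were 22, 56 and 98. With each replicate left out in turn, the DLD-1 count stayed between 20 and 24, the HCT-116 count between 56 and 58 and the HT-29 count between 109 and 114. Against sensitive HCT-116 in place of sensitive HT-29, also chosen after seeing the data, the libraries labelled resistant HT-29 had 51 lower KZFP genes. The difference between the lines was not tested.

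**Figure D2:**
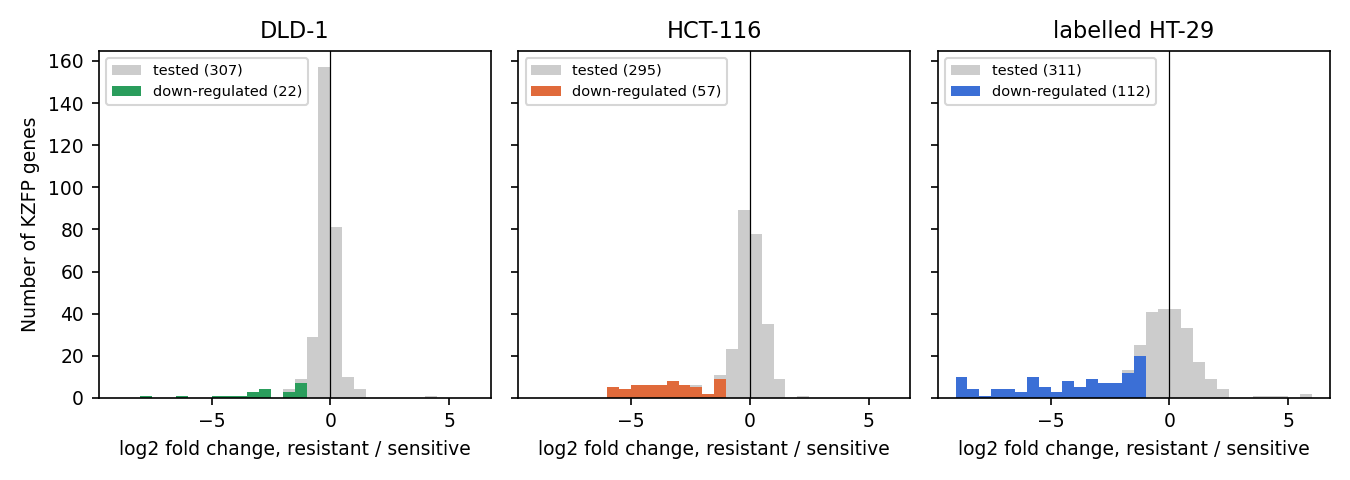
Number of KZFP genes (vertical axis) by log2 fold change of resistant against sensitive uracil-treated cells (horizontal axis, bins of 0.5) in each line, with values beyond the axis drawn in the end bins. Grey bars are all tested KZFP genes and coloured bars those lower at an adjusted p of at most 0.01 and a log2 fold change of -1 or less. DLD-1 has 22 coloured genes, HCT-116 57 and the libraries labelled HT-29, which carried HCT-116 markers, 112.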

To determine whether the different KZFPs that are downregulated in each of the resistant cell lines have common characteristics (Fig. 7A), a phylogenetic tree analysis was performed based on the similarities between each of the 361 known KZFPs in human (Fig. 7B). 

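The list of KZFP genes used here was built from the protein sequences of GENCODE 44. An iterative profile search (jackhmmer, e-value of at most 1e-05) started from the 80 residues of the KRAB domain of ZNF649 and ended with 410 genes that encode a KRAB domain. Of these, 376 also encoded at least 1 C2H2 zinc finger, and 362 of them matched a gene name in the deposited tables. On chromosome 19 lie 230 of the 376 genes, or 61.2%. In at least 1 line, 324 of the 362 genes had enough counts to be tested.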

The KZFPs that were downregulated were found throughout the different genes, further confirming that it is not the downregulation of a specific subfamily or potential similar target genes which results in 5-FU resistance. 

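The lower KZFP genes lay on 14 of the 19 chromosomes that hold a tested KZFP gene. On chromosome 19, 102 of 198 tested genes were lower in at least 1 line. To see whether neighbouring KZFP genes fell together, the pairs of adjacent tested KZFP genes on a chromosome with both genes lower were counted and set against 100000 random assignments of the lower calls to KZFP genes. DLD-1 had 6 such pairs of 288, where 1.42 were expected (one-sided permutation test, p = 0.00145). HCT-116 had 25 of 276, where 10.2 were expected, and the libraries labelled resistant HT-29, with HCT-116 markers, had 65 of 292, where 37.7 were expected. For both of these p was 1e-05, the smallest that the permutations can give. Adjusted over the 3 lines, the values were 0.00145, 1.5e-05 and 1.5e-05. At a log2 threshold of 2, DLD-1 had 2 pairs where 0.40 were expected and p rose to 0.057. Neighbouring KZFP genes can be similar in sequence, and reads that fit several of them were divided between them in the estimated counts. From the spread over the phylogenetic tree (Fig. 7B), the paper reasons that the lower genes do not form a specific subfamily.

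**Figure D3:**
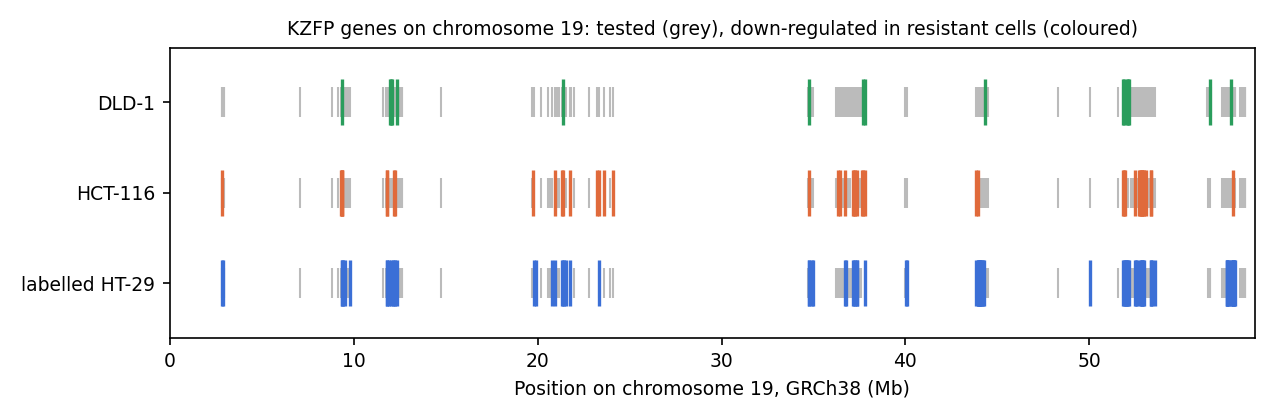
Position on chromosome 19 (horizontal axis, GRCh38, Mb) of KZFP genes in each line. Short grey ticks are tested KZFP genes and long coloured ticks are those lower in resistant uracil-treated cells. The line labelled HT-29 compares libraries that carried HCT-116 markers with sensitive HT-29, and 102 of the 198 tested genes are coloured in at least 1 line.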

The function of most KZFPs is unknown, but several have been demonstrated to be involved in transcriptional repression. Interestingly, there are only two KZFPs that are repressed in all three resistant cell lines, and also very few that were found in two different cell lines. 

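Of the 324 KZFP genes tested in at least 1 line, 133 (41.0%) were lower in at least 1 line, 52 in at least 2 lines and 6 in all 3. These 6 were ZNF559, ZNF573, ZNF577, ZNF599, ZNF649 and ZNF738, of which ZNF573, ZNF577, ZNF599 and ZNF738 are named after their values were seen. ZNF559, on chromosome 19 from 9323772 to 9351162, fell from 0.736 ± 0.208 to 0.0738 ± 0.0164 TPM in DLD-1, from 8.37 ± 1.05 to 0.613 ± 0.269 TPM in HCT-116 and from 1.91 ± 0.179 to 0.187 ± 0.0601 TPM in HT-29 (SD, n = 3 each). The log2 fold changes were -2.91 (standard error 0.37), -3.62 (standard error 0.14) and -3.59 (standard error 0.27), with adjusted p = 2.08e-06, 5.81e-15 and 3.19e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's shrunken fold changes, ZNF559 had -1.71 in DLD-1. At a log2 threshold of 2, 95 KZFP genes were lower in at least 1 line, 39 in at least 2 and 4 in all 3. In DLD-1 and HCT-116 alone, leaving out HT-29 and the HCT-116 markers of its resistant libraries, 72 KZFP genes were lower in at least 1 line.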

Altogether, our data suggest that it is not a specific role of some KZFPs that are involved in the resistance to 5-FU, but perhaps the downregulation of transcriptional repression allows cells to grow in high concentration of 5-FU.

**Fig. 6:**
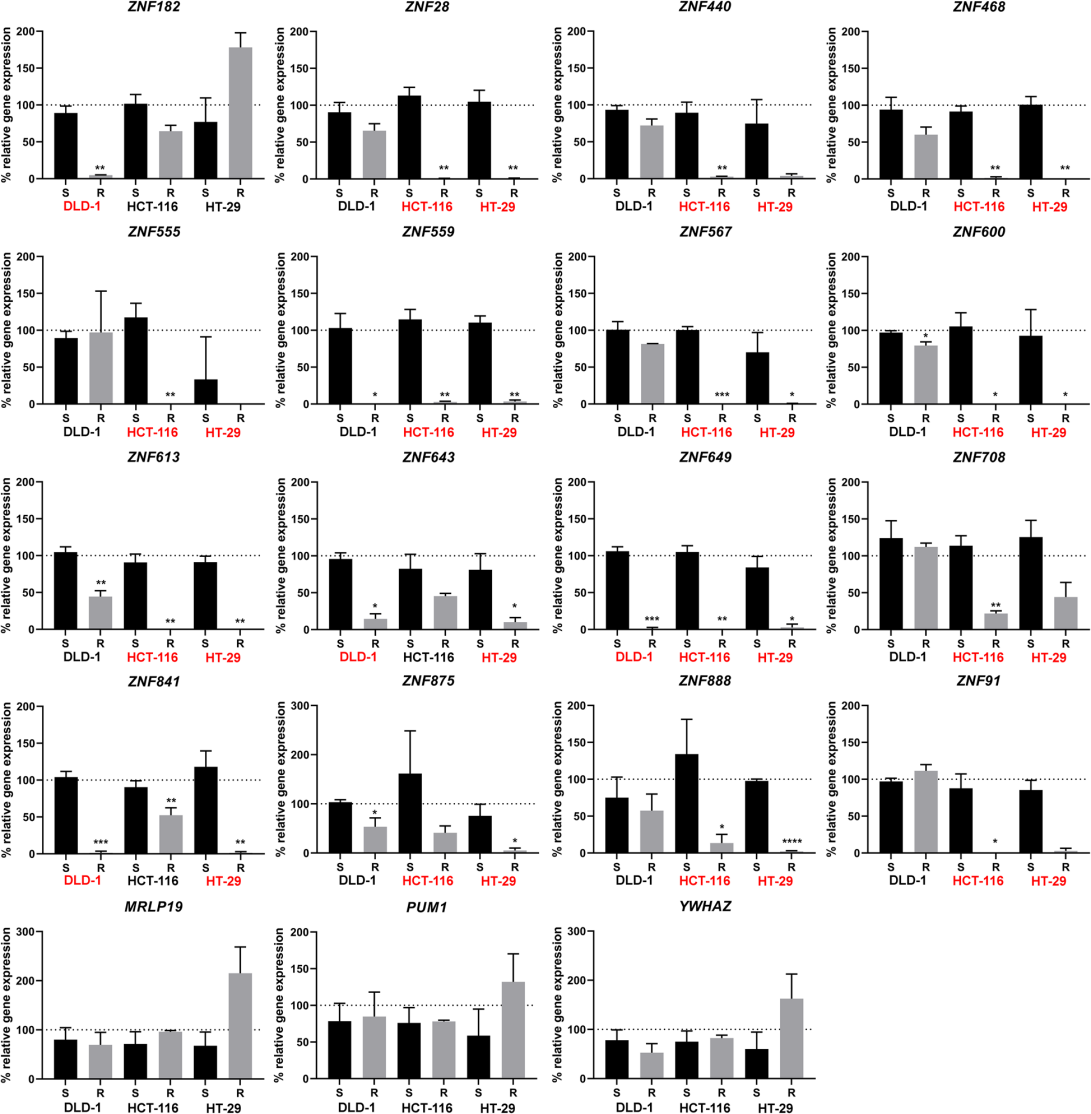
Quantitative RT-PCR assays on KRAB-ZFP proteins in sensitive and resistant cell lines. Total RNA was extracted from sensitive and resistant DLD-1, HCT-116 and HT-29 cell lines, and qRT-PCR was performed to quantify the relative amount of RNA using primers specific for the indicated genes. The cell lines indicated in red for each of the KRAB-ZFPs are the cell lines displaying downregulation of the mRNA as measured by RNAseq. MRLP19, PUM1 and YWHAZ were used as controls. Error bars indicate standard deviation. Asterisks represent significant P values (two-tailed Student’s t test) comparing the means between samples and their respective controls. *P < 0.05, **P < 0.01 and ***P < 0.001

**Fig. 7:**
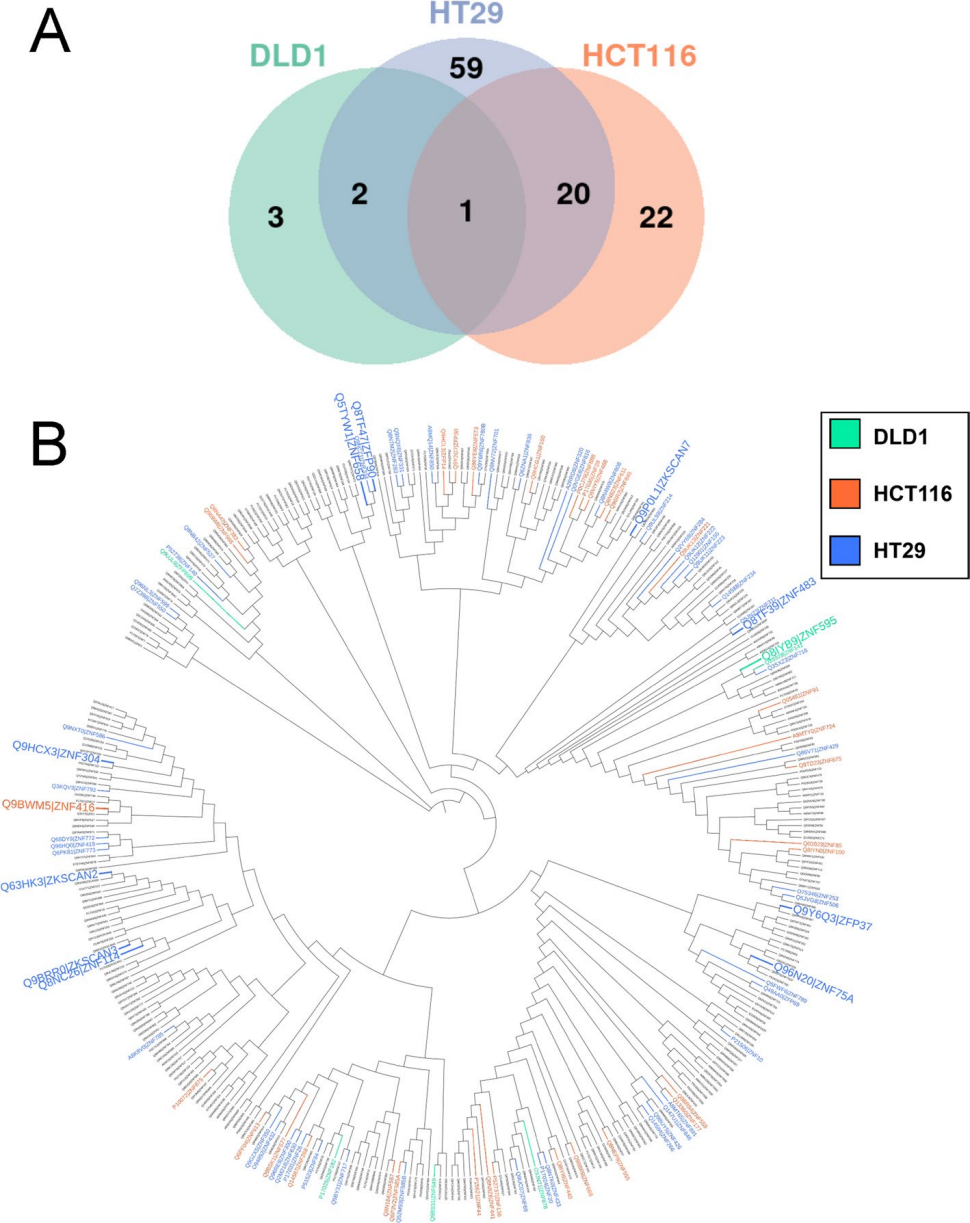
Phylogenetic analysis of regulated KRAB-ZFPs in 5-FU resistant cell lines. **A** Overlap of the KZFPs that shows changes in their expression in the resistant DLD-1, HCT-116 and HT-29 cells. **B** A phylogenetic analysis of the 361 KZFPs in human, with the different genes that are either downregulated (small fonts) in each of the cell lines (green = DLD-1, red = HCT-116 and blue = HT-29), or upregulated (large fonts)

## Discussion

CRC is a multifactorial and very heterogeneous cancer, which has given rise to multiple classifications over time [5, 77]. Indeed, CRC can be classified according to its hereditary nature or not, the type of carcinogenesis pathway used (CIN or MSI) or even different combinations of parameters: the colon cancer subtype (CCS) system [8], the colorectal cancer assigner (CRCA) system [4], the colon cancer molecular subtype (CCMS) system [9], the colorectal cancer intrinsic subtype (CRCIS) system [10] and the colorectal cancer subtyping consortium (CRCSC) [78]. These numerous classifications highlight the heterogeneity of CRC and therefore the importance of personalized medicine for better management and better response of patients to treatments. For example, the treatment of locally advanced rectal cancer (LARC, TNM stages II-III) in North America consists of radiotherapy combined with chemotherapy with 5-fluorouracil (5-FU) in neoadjuvant condition (NRCT). Many studies report rates of non-responders around 30%, which is a considerable percentage for a treatment used in common practice. Herein, we studied several colorectal cancer cell lines (DLD-1, HCT-116 and HT-29) with different genetic characteristics (Table 1) to identify and understand the mechanisms associated with intrinsic and acquired radio- and 5-FU-chemoresistance using proteo-transcriptomic analyses.

First, we showed that six colorectal cancer cell lines had different intrinsic 5-FU-chemosensitivities, from the most sensitive to the most resistant: Caco-2/15 (1.4 μM), SW480 (1.4 μM), HT-29 (2.7 μM), HCT-116 (4.5 μM), SW620 (5.2 μM) and DLD-1 (9.3 μM) (Fig. 2B, D, Table 1). Bracht et *al.* found substantially the same order in terms of sensitivity for these cell lines as our study (the IC_50_ obtained were different but the techniques for determining the latter were also different) [79]. The only major difference consists of the HT-29 cell line which had a very low sensitivity to 5-FU (IC_50_ = 14.05 μM in their study, against 2.7 μM in ours). The HT-29 cell line has an MSS phenotype, which does not exhibit microsatellite instability. This phenotype has repeatedly been associated with normal expression of genes involved in mismatch repair (MMR) and with a good response to 5-FU treatment [79, 80]. This observation supports the higher resistance of the HCT-116 and DLD-1 cell lines, which, for their part, have a MSI+ phenotype. We also observed different intrinsic radio-sensitivities with, from the most sensitive to the most resistant: HCT-116 (1.7 Gy), SW620 (2.6 Gy), SW480 (2.8 Gy), DLD-1 (2.9 Gy), Caco-2/15 (4.5 Gy) et HT-29 (4.6 Gy) (Fig. 2A, C, Table 1), which is also supported by the literature. Indeed, Tippayamontri et *al.* had defined an LD_50_ of 2.3 ± 0.98 Gy for HCT-116 cell line [81] which is very close to the value observed in our study. In addition, it has been shown that the DLD1 and SW620 cell lines were much more radiosensitive than the HT-29 and Caco-2/15 cell lines [82, 83] and that HCT-116 cell line was much more radiosensitive than the DLD1 [84] and HT-29 [85] cell lines. It has also been shown that in response to radiation, there was activation of the PI3K/AKT/mTOR signaling pathway [86]. This pathway is known to be involved in cell survival and growth. It is also implicated in the tumorigenesis of CRC [87] and can play a role in radio-resistance. This pathway can also be aberrantly activated by mutations in the *K-RAS* gene, a mutation carried by almost 50% of patients with CRC [88] and by HCT-116 et DLD-1 cell lines (*K-RAS* G13D) (Table 1), but this mutation cannot alone explain the level of intrinsic radio-sensitivity in our cell lines. The notable difference between these two cell lines is the presence of the *TP53* Ser241Phe mutation in the DLD-1 cell line. This mutation results in a defective P53 signalling pathway [89, 90] and could partly explain the differences in intrinsic radio- and chemosensitivities between these two cell lines.

Secondly, we induced a 5-FU-chemoresistance in the DLD-1, HCT-116 and HT-29 lines in order to study the mechanisms involved in acquired chemoresistance, a phenomenon which is observed in many patients during their treatment. To achieve resistance in cell lines, we followed the protocol described in Fig. 2 up to the point where they grow normally in a concentration of 50 μM of 5-FU. Interestingly, and similarly to Ahn *et al.*’ study, morphological changes were observed between the sensitive lines and the corresponding resistant CRC cell lines (Fig. 2B) [91]. We then subjected the sensitive and 5-FU resistant CRC cell lines to different treatments supposed to “mimic” chemotherapy and radiotherapy. The effects of chemotherapy alone (24-h 10 μM 5-FU treatment) or in combination with radiotherapy (24-h 10 μM 5-FU treatment + irradiation with the corresponding LD_50_) on the proteome and transcriptome were evaluated. 5-FU, by its mechanism of action, interferes with replication but also with DNA repair. It is also incorporated into RNA and DNA, causing damages. The result of radiotherapy is to induce cell death by causing DNA damages, and the cellular responses are staggered over time: early recognition of damage (a few seconds), signaling and repair of lesions (a few tens of minutes), induction or repression of genes (a few hours) then cell death (a few hours to a few days). It has been estimated that an irradiation dose of 1 Gy causes on average 1000 single-strand breaks (SSB) per cell and 40 double strand breaks (DSB) [92]. The synergistic effect of 5-FU with irradiation is caused by its ability to redistribute cells in the S phase and to deplete the nucleotide pool, which decreases the cell’s ability to repair DNA.

We performed TMT-6plex and RNA sequencing experiments to assess proteomic and transcriptomic changes, respectively, in sensitive and resistant CRC cell lines in response to chemotherapy and radiation treatments. 

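At an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and with no threshold on the fold change, 5-FU changed 7574 of 21816 tested genes in sensitive DLD-1, 9646 of 22975 in HCT-116 and 11167 of 23758 in HT-29. The paper's inhibitory concentrations (Table 1) rank DLD-1 as the least sensitive of these lines to 5-FU and HT-29 as the most sensitive. With 3 lines an exact one-sided test of this order cannot give a p under 0.167, so the order was not tested.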

As expected, the first observation was that the number of proteins and transcripts modulated in response to 5-FU treatment was proportional to the level of intrinsic sensitivity to 5-FU of the three CRC cell lines, which was also more obvious at the transcriptional level) (Fig. 3). At the proteome level, fewer significantly modulated proteins were detected than in the Marin-Vicente *et al.* study [50] but the mass spectrometry techniques and CRC cell lines used were different (label-free quantification (LFQ) *versus* TMT; RKO cell line much more 5-FU sensitive than HCT-116, DLD-1 and HT-29 cell lines [79]). On the other hand, 5-FU being a radio-sensitizer, we expected to have a large increase in proteins and transcripts modulated with the addition of irradiation, but this increase was lower than expected. 

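Adding irradiation to 5-FU was tested directly against 5-FU alone in sensitive cells. Past both thresholds there were 0 genes in DLD-1, 0 in HCT-116 and 2 in HT-29, both lower, and 0 in HT-29 without any 1 of the 3 irradiated libraries or without replicate 1 under 5-FU, and 1 without replicate 2 under 5-FU. In HCT-116 it was 2 without replicate 1 of the irradiated cells. The unadjusted p was under 0.05 for 2442, 1942 and 788 genes in the same order. An adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no threshold on the fold change, was reached by 14 genes in DLD-1, 213 in HCT-116 and 2 in HT-29. The 14 in DLD-1 fell to between 1 and 3 genes without any 1 of the 6 libraries, and to 3 with the replicate number as a block. They rose to 108 in a fit of only the compared groups, to 100 with DESeq2 and to 181 without the filter on low counts. Without the filter on low counts, 42, 50 and 51 genes passed both thresholds, and 0, 0 and 2 of them were also called with the filter.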

Finally, the number of proteins and transcripts modulated between the sensitive cell lines and the corresponding resistant cell lines was also compared. At the transcriptome level, there was clearly an absence of significantly modulated transcripts in resistant cell lines even with irradiation. 

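In resistant cells, 5-FU against uracil left 2 genes lower and 1 higher in DLD-1, 0 in HCT-116, and 1 lower in the libraries labelled resistant HT-29. The unadjusted p was under 0.05 for 4042, 1877 and 1281 genes. The single gene in the last comparison was CA9, with a log2 fold change of -1.29 (standard error 0.16, adjusted p = 0.00015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DLD-1 count was 0 without any 1 of the 3 resistant 5-FU libraries and 6 and 11 without replicates 1 and 2 of the resistant uracil cells. In HCT-116 it was 3 without replicate 3 of the resistant uracil cells, and in the libraries labelled resistant HT-29 it was 2 without replicate 1 under uracil or replicate 1 or 3 under 5-FU. With irradiation added to 5-FU, and uracil as the control, 14 genes were lower and 10 higher in resistant DLD-1, 0 lower and 15 higher in resistant HCT-116, and 15 lower and 79 higher in the libraries labelled resistant HT-29, which carried HCT-116 markers. At an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no threshold on the fold change, irradiation with 5-FU changed 1195, 960 and 3414 genes. In DLD-1 this number was 743 and 659 without replicates 1 and 2 of the irradiated cells and 2330 without replicate 1 of the uracil cells. In HCT-116 it was 526 and 473 without replicates 1 and 2 of the irradiated cells, and 305 and 518 without replicates 1 and 2 of the uracil cells. A fit of only the compared groups gave 26 in DLD-1 and 93 in HCT-116, and 3754 in HT-29. In the same order, DESeq2 gave 1800, 1572 and 3854, and a fit without the filter on low counts 1805, 1443 and 3347. Among the genes past both thresholds were CTSE in DLD-1 (log2 fold change 1.18), PADI3 in HCT-116 (1.33) and EBI3 in the libraries labelled resistant HT-29 (1.72). CTSE and PADI3 lost their call when 1 library was left out, CTSE without replicate 2 of resistant DLD-1 cells under 5-FU with irradiation and PADI3 without replicate 1 of resistant HCT-116 cells under uracil, and both lost it when the fit held only the libraries of the compared conditions. None of CA9, CTSE, PADI3 and EBI3 reached a log2 fold change of 2 in either direction. The HCT-116 count ranged from 7 to 26 genes, the former without replicate 2 of the irradiated or replicate 1 of the uracil cells, and the latter without replicate 3 of either. It was 8 without replicate 1 of the irradiated cells. The DLD-1 count ranged from 14 and 15 without replicates 2 and 1 of the irradiated cells to 40 without replicate 1 of the uracil cells.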

We know that one of the effects of 5-FU is to interfere with the maturation of RNA and it is therefore logical that we observe a strong transcriptomic impact. We assume that the impact at the proteome level would also be stronger after recovery times greater than 48 h.

We then looked in more detail at the effect of 5-FU on the proteo-transcriptome of CRC cell lines (Fig. 4). The DLD-1 cell line, after a 10 μM 5-FU treatment, resulted in an increase in proteins involved in mitotic cell cycle (Fig. 4B, in red). This observation was not found at the transcriptional level (Fig. 4C) and led us to believe that in response to 5-FU, the DLD-1 cell line, which represents the cell line with the lowest intrinsic chemosensitivity to 5-FU, would promote the repair of misincorporations. A more in-depth study on the mechanisms of reparation like mismatch repair (MMR) or base excision repair (BER) could be carried out to validate this. Regarding the HCT-116 cell line, after 5-FU treatment, there was an increase in proteins involved in P53 signalling pathway especially the pro-apoptotic protein BAX and TP53I3 (Fig. 4E, in blue), also increased at the transcriptomic level (Fig. 4F). TP53I3, also known as PIG3 (P53 Inducible Gene 3), is induced by P53 to activate apoptosis. PIG3 is also required to activate the DNA damage response pathway. Indeed, Lee et al. have shown that after DNA damage, PIG3 co-localizes with the γ-H2AX foci and that in the absence of PIG3, there is a significant reduction in the phosphorylation of CHK1, CHK2 and H2AX, proteins involved in the DDR [93]. At the transcriptomic level, in response to 5-FU, we noted the downregulation of many transcripts corresponding to proteins involved in the cell cycle and mitosis including CCNB2 or CDC25C (Fig. 4F, in blue). 

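CCNB2, on chromosome 15 from 59105126 to 59125045, encodes cyclin B2 and fell from 107 ± 1.98 to 21.1 ± 0.751 TPM (SD, n = 3 each) with 5-FU in sensitive HCT-116 cells. Its log2 fold change was -2.33 (standard error 0.06, adjusted p = 1.56e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDC25C, on chromosome 5 from 138285269 to 138338355, encodes a phosphatase that acts at entry into mitosis and fell from 17.3 ± 0.671 to 2.88 ± 0.165 TPM (SD, n = 3 each). Its log2 fold change was -2.48 (standard error 0.11, adjusted p = 3.77e-14 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).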

At the proteomic level, we also noted the decrease in the abundance of proteins involved in the regulation of DNA recombination (Fig. 4D, in orange). These observations lead us to believe that in response to 5-FU, there would be a cell cycle arrest in the HCT116 cell line and that in the absence of repair of the damage (which could be explained by the MSI+ status of the HCT-116 cell line among others), it would favor death by P53-dependent apoptosis. This hypothesis could be verified by caspase tests, for example. In the HT-29 cell line, in response to 5-FU, there was an increase in proteins and transcripts involved in immune response (Fig. 4H, in green, 4I, in orange) which might suggest a senescence-associated secretory phenotype (SASP). Even more interesting, the HT-29 cell line is known to have the BRAF V600E mutation and a link has been shown between SASP and that mutation [94–97]. We had found very few elements modulated in common between the three cell lines (Fig. 4J, K) reflecting the very large heterogeneity in response previously described. Nevertheless, GPCR5A, an orphan G protein–coupled receptor seems to be decreased in the three cell lines in response to 5-FU (Fig. 4B, E, H, red circles). This receptor would operate as a negative modulator of EGFR signaling. It has already been identified as a lung tumor suppressor [98] and an oncogene in the pancreatic context [99].

Finally, we were interested in proteins and transcripts modulated after the induction of 5-FU-chemoresistance in the three cell lines (Fig. 5). At the protein level, RNA metabolism seems to be very affected which is logical since the main target of 5-FU is the inhibition of the maturation of RNA in the cell [27, 33, 34, 36, 100–102]. The most significant effect observed in response to the induction of a 5-FU-chemoresistance and common to the three CRC cell lines was the decrease in transcripts of genes involved in transcriptional repression, which mainly corresponded to ZFPs containing a KRAB domain (Krüppel-associated box). 

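The TPM of all KZFP genes was summed in each uracil-treated library. In DLD-1 the sum was 1967 ± 25.6 TPM in sensitive and 1875 ± 29.2 TPM in resistant cells (SD, n = 3 each). In HCT-116 it was 1616 ± 32.2 and 1452 ± 21.1 TPM, and in HT-29 1925 ± 64.6 TPM in sensitive cells and 1735 ± 4.78 TPM in the libraries labelled resistant, which carried HCT-116 markers. In each line the lowest sensitive sum lay above the highest resistant sum. They were 1951 and 1902 TPM in DLD-1, 1587 and 1476 TPM in HCT-116, and 1876 and 1739 TPM in HT-29. With 3 libraries against 3, an exact permutation test cannot give a two-sided p under 0.10. No other test of these sums was run.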

Through this domain, these ZFPs recruit complexes involved in deacetylation in the regions surrounding their DNA or RNA binding site, making them powerful transcriptional repressors. Nevertheless, the function of most KRAB-ZFPs is unknown. 

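ZNF649 lies on chromosome 19 from 51889235 to 51905040 (GRCh38, GENCODE 44). With each replicate of the uracil-treated cells left out in turn, its log2 fold change in resistant cells stayed between -5.58 and -3.98 in DLD-1, between -5.19 and -4.87 in HCT-116 and between -7.49 and -5.29 in the libraries labelled resistant HT-29, whose markers were those of HCT-116. The highest count in a resistant library was 8 in DLD-1, 6 in HCT-116 and 5 in HT-29.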

The only common transcript between the three CRC cell lines corresponds to the protein ZNF649 which has almost never been studied in particular [103–105]. Moreover, there were also very few KZFPs that were found downregulated in two cell lines. 

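DLD-1 and HCT-116 shared 7 lower KZFP genes, DLD-1 and HT-29 shared 16, and HCT-116 and HT-29 shared 41. The last pair compares resistant HCT-116 with the libraries labelled resistant HT-29, which carried HCT-116 markers. Set directly against resistant HCT-116, a comparison chosen after seeing the data, those libraries had 4 lower and 8 higher KZFP genes of 320 tested. With DESeq2's shrunken fold changes and a log2 threshold of 2, 32 KZFP genes were lower in at least 2 lines.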

We therefore suggest that it is the general alleviation of transcriptional repression, which would be responsible for the resistance to 5-FU, rather than the effect of specific KRAB-ZFPs. It will be interesting to validate the role of ZKFPsthrough overexpression in resistant cells, as well as through downregulation in sensitive cells to confirm whether their regulation is directly responsible for the resistance to 5-FU, or instead a consequence.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

## Data Availability

**Proteomics data deposition.** The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [106] via the proteomics identification database (PRIDE) partner repository [107] with the dataset identifier PXD020000. **Transcriptomics data deposition.** The RNAseq dataset has been deposited into the NCBI’s Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) [108] and are accessible through GEO Series accession number GSE153412. The entire pipeline used for sequence alignment described below is available at http://gitlabscottgroup.med.usherbrooke.ca/berd2710/colorectal-cancer-resistance/tree/master.

# Supplementary material for: Downregulation of KRAB zinc finger proteins in 5-fluorouracil resistant colorectal cancer cells
**Source:** BMC Cancer. 2022 Apr 4;22:363. doi: 10.1186/s12885-022-09417-3
**Supplement:** Supplementary file 4 — Additional file 4.

**Supplementary materials and methods**

***Clonogenic assays.*** Cell colony formation assays were performed to determine the half maximal lethal dose (LD_50_) and the half maximal inhibitory concentration (IC_50_) of ionizing radiations and 5-FU, respectively, in the Caco-2/15, DLD-1, HCT-116, HT-29, SW480 and SW620 CRC cell lines. For each cell line, 1000 cells were seeded in 100 mm Petri dish for 24 hours. To mimic the radiotherapy, cells were irradiated with single doses of 2, 4, 6 or 8 Gy (three parallel samples in three independent experiments for each radiation dose for each cell line). To mimic the 5-FU chemotherapy, medium was supplemented with 0.1, 1, 10 or 100 μM 5-FU for 24 hours (three parallel samples in three independent experiments for each 5-FU dose for each cell line). After treatment, medium was changed, and CRC cell lines were incubated for 8 days (DLD-1, HCT-116 and SW620) or 12 days (Caco-2/15, HT-29 and SW480). CRC cell lines were fixed and stained with 0.1% crystal violet and colonies containing more than around fifty cells (CFU) were counted using ImageJ (<https://imagej.nih.gov/ij/>) (93). Dose-response curves and IC_50_ and LD50 were obtained with GraphPad Prism 8.1.2 for Windows (GraphPad Software, San Diego, California USA, [www.graphpad.com](http://www.graphpad.com)).

***Immunoblotting.*** Cells were lysed in 1 mL RIPA buffer (50 mM Tris-HCl pH 7.5, 0.1% SDS, 150 mM NaCl, 5 mM EDTA pH 8.0, 1% NP40, 0.5% sodium deoxycholate, 50 mM NaF, 1 mM PMSF and complete EDTA protease inhibitor). The cell lysates were centrifuged for 5 minutes at 4°C and sonicated at 25% amplitude for 30 seconds. The amounts of protein in the supernatants were measured with Thermo Scientific^TM^ Bicinchoninic acid (BCA) protein assay kit (#23225). Western blots were performed as described here (94). Briefly, an amount of 25 μg of proteins was loaded on Novex™ WedgeWell™ 4 to 12%, Tris-Glycine, 1.0 mm, Mini Protein Gel, 12-well. After a semi-dry transfer onto a nitrocellulose membrane, blocking was performed in 5% milk. After three washes, membranes were incubated overnight with the primary antibody diluted in primary antibody buffer (1% BSA, 10 mM Tris pH 7.4, 150 mM NaCl, 0.01% NaN3). After three washes, membranes were incubated 2 hours in secondary antibody diluted in secondary antibody buffer (2% BSA, 10 mM Tris pH 7.4, 150 mM NaCl, 1% milk). Membranes were then revealed with Clarity Western ECL substrate (BioRad, #1705061) in a Chemidoc XRS+ system (BioRad). The following primary antibodies were used: anti-GAPDH (rabbit monoclonal, #5174S, 1:50000), anti-phospho-CHK1(Ser345) (rabbit monoclonal, #2348, 1:1000), anti-phospho-CHK2(Thr68) (rabbit monoclonal, #2197, 1:1000), anti-phospho-P53(Ser15) (mouse monoclonal, #9286, 1:1000) and anti-phospho-histone H2A.X(Ser139) (rabbit monoclonal, #9718, 1:1000). The following secondary antibodies were used: anti-rabbit IgG-HRP (goat, #7074S, 1:10000) and anti-mouse IgG-HRP (horse, #7072, 1:10000).

***Quantitative RT-PCR assays***

Total RNA from sensitive or resistant DLD-1, HCT-116 and HT-29 cells was extracted using the RNeasy RNA isolation kit (#74104). The RNA concentrations were measured by NanoDrop and RNA qualities were evaluated on 1.2% agarose gel. The 36 samples were sent to the RNomics Platform of the Université de Sherbrooke, and the oligonucleotides used as primers are listed in Supplementary Table S8. Reverse transcription was done using 10U of Transcriptor reverse transcriptase, 20 U of RNaseOUT (Invitrogen), 3.2 µg of random hexamers, 1 µM of dNTPs mix, 1× Transcriptor RT reaction buffer and 0.2–2 µg of total RNA. PCR was done using 0.2 U of Platinium Taq, 0.6 µM of primers, 1.5 mM of MgCl2, 10 ng of cDNA template, 1× of PCR buffer and 200 µM of dNTPs mix. PCR reactions were performed on thermocyclers GeneAmp PCR System 9700 (Thermo Scientific-Invitrogen). A first cycle of 15 min at 95 °C was followed by 35 cycles of 30 s at 94 °C, 30 s at 55 °C, and 1 min at 72 °C. The reaction was ended with the extension step of 10 min at 72 °C. Visualization and analysis of amplified products were done using automated chip-based microcapillary electrophoresis on Labchip GX Touch HT instruments (Perkin Elmer).

How the deposited data were processed for this re-analysis (not part of the article)

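RNA-seq covered 3 colorectal cancer lines (HCT-116, HT-29 and DLD-1), each as sensitive cells and as cells grown to 5-FU resistance, after 24 h with 10 µM uracil, 10 µM 5-FU, or 10 µM 5-FU with irradiation. Each of the 18 conditions had 3 replicates, and the 54 libraries were assigned to conditions from the paper's sample list and the sample labels. The authors turned the delivered alignments back into reads, trimmed them with Trimmomatic and quantified them with kallisto on Ensembl transcripts of GRCh38. The libraries were directional and paired. The authors deposited estimated counts per transcript and per gene, which are not normalized, and TPM values, which kallisto corrects for transcript length and library depth. In 54 of 54 libraries the deposited gene total equalled the sum over the transcripts of the same library. Kallisto divides reads among the transcripts they fit, so genes with near-identical copies share reads by estimate. The gene names of the deposited tables were used as they stand, and coordinates are those of GENCODE 44 on GRCh38.

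The estimated counts were rounded to whole numbers. Totals per library ranged from 38957142 to 218518344, with a median of 51373543. At these depths a gene at or under 3 counts in every library of a group was treated as at the detection floor. A fold against such a group is given only as a lower bound, computed against that floor, and covers counting error only. Replicates were compared before they were averaged, and no pair of libraries was merged.

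Differential expression was tested with edgeR 4.0.16 in R 4.3.3. One model was fitted per line over its 18 libraries in 6 groups, with TMM scaling and the filterByExpr filter on low counts. The groups of a line then share one estimate of the spread, with 12 residual degrees of freedom against 4 for the libraries of 2 groups alone. Genes were counted as changed at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 1 in either direction, which are the thresholds in the paper's text. The interaction terms (5-FU response, and response to added irradiation, of resistant against sensitive cells) were counted at the adjusted p alone. The edgeR step was tested on simulated counts with 200 changed genes per line, of which all were recovered, with 0, 2 and 0 false calls in DLD-1, HCT-116 and HT-29. The changed genes had higher counts and changes above the threshold, and the spread was assumed, so low counts and changes near the threshold were not tested.

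The comparisons were 5-FU against uracil, 5-FU with irradiation against uracil and against 5-FU, in sensitive cells; 5-FU, and 5-FU with irradiation, against uracil in resistant cells; and resistant against sensitive cells under uracil. The comparison of 5-FU with irradiation against 5-FU in resistant cells, its interaction with sensitivity, and the comparison of the libraries labelled resistant HT-29 with HCT-116 were added after seeing the data. Library size alone for the counts of KZFP genes, the lists matched to KZFP genes, the sums of TPM over KZFP genes, zinc finger genes without a KRAB domain as a set, the KZFP set in resistant cells under 5-FU, the paper's term lists in other lines, and the list of p53 target genes were also added after seeing the data. So were counts at the adjusted p alone outside the interaction terms, the test of which sensitive line a library lay nearer to, and the other tests of technical explanations. The other comparisons, thresholds and alternatives were fixed before the data were examined. The alternatives were a log2 threshold of 2, DESeq2 1.42.0 without shrinkage, DESeq2 with shrunken fold changes (a normal prior on the coefficients) and a log2 threshold of 2, scaling by library size alone, no filter on low counts, a fit of only the compared groups, the replicate number as a block, each replicate left out in turn, and the deepest library (sensitive DLD-1, uracil, replicate 2) thinned to 23.0% of its counts, the median total of its line.

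KZFP genes were defined from the protein sequences of GENCODE 44 as genes with a KRAB domain, found with jackhmmer (HMMER 3.4) from ZNF649, and at least 1 C2H2 zinc finger. Their share among lower genes was tested with Fisher's exact test, two-sided, against all other genes tested in the same fit. As a set they were tested with camera of limma 3.58.1 on edgeR log2 CPM (prior count 3), with a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Neighbouring lower KZFP genes were counted against 100000 random assignments in a one-sided permutation test. Shared genes between lines were set against 10000 random lists of the same sizes. Lists matched to KZFP genes on mean expression, or on mean expression, GC content and transcript length, were drawn 10000 times from the 20 nearest genes of each KZFP gene. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

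Principal components and distances between libraries were computed on log2(TPM + 1) of genes with at least 1 TPM in a library of the line. Markers of a line were genes with a mean of at least 10 TPM in its sensitive uracil libraries and at most 0.1 TPM in each sensitive uracil library of the other lines, and a marker was counted as expressed at 1 TPM.

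The genes named in the text are those that the paper names for a transcript-level result, with the genes of the terms it cites, and among the 3 genes per direction and comparison with the largest fold change. The latter had to be called, to have a mean of at least 1 TPM in a group, and to have no overlap between the groups. Genes outside this rule are named as chosen after their values were seen. A list of 21 genes of 5-FU metabolism was fixed in the same way, and the list of p53 target genes held 26 genes.

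The proteomic data and the cell assays of the paper were not analysed here.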

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

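The comparison of the response to added irradiation, and the tests of explanations in this part, were chosen after the results were seen.

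The libraries labelled resistant HT-29 expressed markers of another line, in a comparison that the paper does not report. In each of the 3 uracil libraries, 95.7% of the 47 HCT-116 markers were at 1 TPM or more, and their median level was 90.3% of that in sensitive HCT-116. None of the 7 HT-29 markers (0%) reached 1 TPM. Resistant HCT-116 expressed 96.5% (SD 1.23, n = 3) of the HCT-116 markers, and resistant DLD-1 94.1% of the 17 DLD-1 markers. With looser marker limits (5 and 0.5 TPM, expressed at 2 TPM), the libraries labelled resistant HT-29 expressed 90.6% of 220 HCT-116 markers and 0% of 73 HT-29 markers. Across 25055 genes, Pearson's r of log2(TPM + 1) was 0.984 with sensitive HCT-116, 0.989 with resistant HCT-116 and 0.888 with sensitive HT-29. Exchanged labels between resistant HCT-116 and resistant HT-29 would put HT-29 markers into the libraries labelled resistant HCT-116, where 0% of them were expressed. A mixture with HT-29 cells would leave HT-29 markers at the level of their share, and their median level was 0.086% of that in sensitive HT-29. A change of expression within HT-29 cells would not be directed at HCT-116, but of the 1990 genes that differed at least 4-fold in TPM + 1 between the sensitive forms of these lines, 95.9% lay nearer to HCT-116. In sensitive HT-29 cells under 5-FU, 5.38% did. What stays open is HCT-116 cells in place of HT-29 cells at a step between culture and library, a candidate explanation. Genes other than markers would then also lie nearer to HCT-116, and with the markers of both limits left out, 96.4% of 1698 genes did, against 6.07% in sensitive HT-29 cells under 5-FU. The step was not tested, and neither was the genotype. At an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change of at least 1 in either direction, 463 of 25087 genes were lower and 415 higher in these libraries than in resistant HCT-116.

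The response to 5-FU differed between resistant and sensitive cells in a test of the difference itself, in 4974 genes in DLD-1, 6813 in HCT-116 and 8406 in HT-29. In DLD-1 the count lay between 4179 and 6032 genes with each replicate left out. Larger scatter among resistant libraries would widen the responses without moving their middle. The spread between replicates was 1.44, 1.07 and 1.07 times that of sensitive cells in DLD-1, HCT-116 and HT-29, but the median response of the genes changed in sensitive cells was 0.052, 0.024 and -0.0017 on the log2 scale, so the scatter alone would not account for it. The 12 libraries of each line were also regrouped 100 times within sensitive and within resistant cells, the real grouping included. As many genes were found in 3 groupings in DLD-1, 4 in HCT-116 and 9 in HT-29. Of the groupings other than the real one, 13 left the sensitive libraries apart as they were, and among these were all that reached the real count, 2 in DLD-1, 3 in HCT-116 and 8 in HT-29. In the 75 groupings that mixed the libraries of both sensitive and resistant cells, the highest count was 0. The number of genes therefore rests on the response of the sensitive cells, and says little about the grouping of the resistant libraries. With library size as the only scaling, the counts were 4917, 6750 and 8583. In DLD-1 and HCT-116 a smaller response of resistant cells may be biological, as a hypothesis found and tested on the same data. The paper kept resistant cells in medium with 5-FU, and an effect of this earlier exposure was not separated from resistance. In HT-29 the test also compares libraries with different cell line markers, and the difference between lines cannot be separated from it.

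The response to irradiation added to 5-FU was compared in the same way after seeing the data. It differed between resistant and sensitive cells in 9 genes in DLD-1 (2 lower, 7 higher), 38 in HCT-116 (38 higher) and 1283 in HT-29. With library size as the only scaling, DLD-1 had 5 lower and 6 higher. Of 100 groupings, 10 in DLD-1, 12 in HCT-116 and 9 in HT-29 gave as many genes. Of these, 9 in DLD-1, 6 in HCT-116 and 8 in HT-29 had left the resistant libraries apart as they were. In the same order, 1, 6 and 1 had left the sensitive libraries apart as they were. The real grouping, which left both apart, is counted once. In the 75 groupings that mixed the libraries of both, the highest counts were 0, 1 and 0. In DLD-1, 8 genes were found without replicate 3 of resistant cells under 5-FU with irradiation and 1 without any other single library. In HCT-116 the count was 0 without any single library under 5-FU alone, or without replicate 2 of the irradiated sensitive cells, beside 2271 to 3012 genes with an unadjusted p under 0.05. It was 1 without replicate 3 of those cells, and 4 and 7 without replicates 1 and 3 of the irradiated resistant cells. In HT-29 it was 844 without replicate 3 of the libraries labelled resistant under 5-FU with irradiation. An accidental grouping of the libraries was not excluded for these counts, and no biological explanation was tested.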

How the results depend on the processing

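The alternatives for irradiation added to 5-FU in resistant cells, for the response to it, library size alone for KZFP genes and sensitive HCT-116 as a reference were chosen after the results were seen. The cause of the changes was not tested, except that a higher threshold leaves fewer genes and a fit without the filter tests more. Values are in the order DLD-1, HCT-116, HT-29.

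At a log2 threshold of 2, 5-FU changed 117, 255 and 772 genes in sensitive cells, 5-FU with irradiation 120, 359 and 798, and resistant and sensitive cells differed in 385, 852 and 5421. Irradiation added to 5-FU changed 1 gene in sensitive HT-29. In resistant cells 5-FU changed 0 in HT-29, 5-FU with irradiation 2, 1 and 20, and irradiation added to 5-FU 6, 2 and 20. In all 3 lines 6 genes were lower, 3 higher and 0 changed by 5-FU. In DLD-1, 12 KZFP genes were lower. For neighbouring KZFP genes the one-sided permutation test then gave p = 0.057 in DLD-1.

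With DESeq2's shrunken fold changes and that threshold, the counts were 21, 70 and 669 for 5-FU, 22, 138 and 698 for 5-FU with irradiation, and 143, 461 and 5249 for resistant against sensitive cells. Irradiation added to 5-FU gave 0 in sensitive HT-29. In resistant cells 5-FU gave 0 in DLD-1, 5-FU with irradiation 0, 0 and 7, and irradiation added to 5-FU 0, 0 and 5. In all 3 lines 2 genes were lower, 0 higher and 0 changed by 5-FU. There were 32 KZFP genes lower in at least 2 lines and 7 in DLD-1.

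With DESeq2 unshrunken, 5-FU changed 5, 1 and 2 genes in resistant cells, irradiation added to 5-FU 18 and 3 in resistant DLD-1 and HCT-116 and 0 in sensitive HT-29, and the response to irradiation differed in 131 and 157 genes in DLD-1 and HCT-116. Without the filter on low counts, irradiation added to 5-FU changed 42, 50 and 51 genes in sensitive cells and 111, 76 and 189 in resistant cells, 5-FU 74, 58 and 48 and 5-FU with irradiation 110, 97 and 200 in resistant cells, and the response to irradiation differed in 207 and 318 genes in DLD-1 and HCT-116. With only the compared groups, 5-FU changed 0 genes in resistant DLD-1, 5-FU with irradiation 0 and 1 in resistant DLD-1 and HCT-116, and irradiation added to 5-FU 2 and 5 in sensitive HCT-116 and HT-29 and 1 in resistant HCT-116. With library size alone, the response to irradiation differed in 58 genes in HCT-116, and irradiation added to 5-FU changed 1 gene in sensitive HT-29.

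With the replicate number as a block, 5-FU changed 1 gene and 5-FU with irradiation 15 in resistant DLD-1, and the response to irradiation differed in 1 gene in DLD-1. At the adjusted p alone, irradiation added to 5-FU changed 3 genes in sensitive DLD-1 in place of 14, and 5-FU 44 genes in resistant DLD-1 in place of 84. The latter number was also 540 with DESeq2, 715 without the filter on low counts and 0 with only the compared groups. It was 10, 15 and 11 without 5-FU replicates 1, 2 and 3, and 363, 179 and 47 without uracil replicates 1, 2 and 3. With the block, no other total of changed genes moved by over 1.5 times in any line, and no other call changed. The replicates share only a number: of groups set directly against each other, none had all 3 correlations of same-numbered libraries above 0.1. Among the other groups, this was so in HCT-116 for irradiated sensitive and 5-FU-treated resistant cells (lowest 0.115) and for uracil-treated sensitive and irradiated resistant cells (lowest 0.132).

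For the KZFP set under 5-FU in sensitive cells, limma's fry gave p-values of 0.00264 (up), 0.847 (down, where camera gave up) and 0.000738 (down). With an estimated correlation, limma's camera gave 0.178 as the p-value of the KZFP set of resistant HCT-116. The first component held 21.8%, 25.4% and 67.0% with a pseudocount of 0.1, 32.6%, 38.2% and 77.3% with all genes, 37.1%, 38.3% and 57.0% at unit variance, and 45.7%, 51.6% and 86.3% on edgeR log2 CPM. The correlation between HCT-116 and HT-29 changed sign to -0.003 with genes at a mean log2 CPM of at least 2. Against sensitive HCT-116, 1771 genes and 51 lower KZFP genes were found.

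With each replicate left out, 5-FU changed 0 to 11 genes in resistant DLD-1 (0 without any 1 of the 5-FU libraries, 6 and 11 without uracil replicates 1 and 2), 0 to 3 in HCT-116 (3 without uracil replicate 3) and 1 to 2 in HT-29 (2 without uracil replicate 1 or 5-FU replicate 1 or 3). 5-FU with irradiation changed 14 to 40 genes in resistant DLD-1 (14 and 15 without irradiated replicates 2 and 1, 40 without uracil replicate 1) and 7 to 26 in HCT-116 (7 without irradiated replicate 2 or uracil replicate 1, 8 without irradiated replicate 1, 26 without replicate 3 of either). Irradiation added to 5-FU changed 11 to 26 genes in resistant DLD-1 (11 without irradiated replicate 1) and 2 to 6 in HCT-116 (2 without 5-FU replicate 1 or 2). In sensitive cells it changed 0 to 2 genes in HCT-116 (2 without irradiated replicate 1) and 0 to 2 in HT-29 (0 without any 1 of the irradiated libraries or 5-FU replicate 1, 1 without 5-FU replicate 2). The response to irradiation differed in 1 to 8 genes in DLD-1 (1 without any 1 of the libraries except replicate 3 of irradiated resistant cells), 0 to 33 in HCT-116 (0 without any 1 of the libraries under 5-FU alone) and 844 to 1254 in HT-29 (844 without replicate 3 of the irradiated resistant libraries). From 21 to 25 genes were higher in all 3 lines (22, 21 and 25 without replicates 1, 2 and 3 of every group). Where the count of a single line was 0 in this part, an unadjusted p under 0.05 was reached by 589 to 4999 genes of the line. Where a count over all 3 lines was 0, it was reached by 8800 to 17745 genes per line.

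Over the comparisons and counts, 375 values under an alternative kept their direction and their side of the threshold or lay within 1.5 times, and the others are those given above. Of 37 changes of single genes, each kept its direction under every alternative that gave it a value. Calls were lost in 3 fits that left out a library and in 11 other fits, and DESeq2 gave no adjusted p for ALDH1A1, which is left out of these counts. Outside these, 13 other values, all of them correlations between lines or shares of markers, moved by more than their spread. With the deepest library thinned, 5-FU lowered 294 and raised 584 genes in sensitive DLD-1, of which 792 were also changed without thinning. For 5-FU with irradiation there were 1000 genes (906 shared), for resistant against sensitive cells 1217 (1162 shared), and for the response to 5-FU 4950 (4826 shared), so the totals stayed within 1.5 times while some genes differed.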

Differences from the paper's values

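No test in this part was chosen after the results were seen.

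The counts of changed genes at the thresholds in the paper's text differ from those in its Table S7. In DLD-1, 5-FU lowered 298 genes and raised 580 in sensitive cells, against 9 and 13 in the paper. In HCT-116 the values were 773 and 1100 against the paper's 35 and 33, and in HT-29 785 and 2105 against the paper's 42 and 314. With 5-FU and irradiation they were 338 and 669 against the paper's 10 and 12 in DLD-1, 895 and 1028 against the paper's 105 and 36 in HCT-116, and 783 and 2126 against the paper's 44 and 283 in HT-29. For resistant against sensitive cells they were 438 and 805 against the paper's 60 and 52 in DLD-1, 1562 and 957 against the paper's 316 and 61 in HCT-116, and 4266 and 5094 against the paper's 2061 and 3032 in HT-29.

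Of these 18 counts, 14 were within 1.5 times the paper's value with DESeq2's shrunken fold changes and a log2 threshold of 2. That setting gave 7 and 14 lower and higher genes for 5-FU in DLD-1 and 33 and 37 in HCT-116. For 5-FU with irradiation it gave 8 and 14 in DLD-1 and 101 and 37 in HCT-116, and for resistant against sensitive cells 74 and 69 in DLD-1, 391 and 70 in HCT-116 and 2078 and 3171 in HT-29. The 4 HT-29 counts under 5-FU, with and without irradiation, remained apart, at 84 and 585 and at 86 and 612. With edgeR at a log2 threshold of 2, 2 of the 18 were within 1.5 times, the HT-29 counts of 2197 and 3224 genes in resistant against sensitive cells. The other alternatives set before the data were examined (DESeq2 without shrinkage, library size alone, no filter on low counts, only the compared groups, the replicate block, the thinned library and each replicate left out) brought 0 of the counts they were run on within 1.5 times. The paper's text states a change of at least 2-fold. However, the genes of its term lists under 5-FU all passed a log2 threshold of 2 here. These were 7 of 7 in DLD-1, 17 of 17 in HCT-116 and 55 of 55 in HT-29. TP53I3, which the paper also names as higher, did not pass it. The counts in Table S7 may thus rest on a higher threshold than the text states, and a part of these differences may come from unlike thresholds.

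In DLD-1, 22 KZFP genes were lower in resistant cells, against about 6 in Fig. 7A, read by eye. With DESeq2's shrunken fold changes and a log2 threshold of 2 there were 7, and with the other alternatives the gap stayed. In at least 2 lines 52 KZFP genes were lower, against about 23 in Fig. 7A, and 32 with DESeq2's shrunken fold changes and a log2 threshold of 2, the only alternative of those set before the data were examined that came within 1.5 times. In all 3 lines 6 were lower, against about 1 in Fig. 7A, and 1 under that same setting.

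For resistant against sensitive cells, 23 genes were lower in all 3 lines, against about 1 in Fig. 5C, read by eye, and none of the alternatives set before the data were examined closed the gap, with 2 genes under DESeq2's shrunken fold changes and a log2 threshold of 2. In the higher direction 39 genes were shared, against about 0 in Fig. 5D, and DESeq2's shrunken fold changes with a log2 threshold of 2 gave 0. Under 5-FU in sensitive cells, 78 genes were changed in all 3 lines, against about 0 in Fig. 4K. Both the log2 threshold of 2 and DESeq2's shrunken fold changes with that threshold gave 0.

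The paper names ZNF649 as the only transcript lower in all resistant lines. At the 2-fold threshold 23 genes were found here, 6 of them KZFP genes. At a log2 threshold of 2 there were 6 genes, 4 of them KZFP genes. The paper also gives ZNF649 and another KZFP gene as the ones repressed in all resistant lines. It describes those found in a pair of lines as very few, where 52 were found in at least 2 lines, or 39 at a log2 threshold of 2. The paper describes an absence of changed transcripts in resistant cells even with irradiation, where 24 genes in DLD-1, 15 in HCT-116 and 94 in the libraries labelled resistant HT-29 were changed by 5-FU with irradiation. With DESeq2's shrunken fold changes and a log2 threshold of 2 these numbers were 0, 0 and 7, beside 4999, 4920 and 7353 genes with an unadjusted p under 0.05.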

Other observations

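The tests on matched lists, scaling, sums of TPM, zinc finger genes without KRAB, the KZFP set in resistant cells under 5-FU, lists in other lines, added irradiation in resistant cells and p53 targets were chosen after the results were seen.

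The KZFP genes lower in resistant cells were set against technical explanations. Genes matched to KZFP genes on mean expression were lower in 2.75% of cases in DLD-1, 11.2% in HCT-116 and 18.6% in HT-29, against 7.17%, 19.3% and 36.0% of the KZFP genes. Of 10000 matched lists, 1, 1 and 0 had as large a share of lower genes. With GC content and transcript length matched as well, 1, 0 and 0 lists did. Low expression, GC content and length would give matched genes the same share, so these argue against them as the whole cause of the excess. The median over all tested KZFP genes is another matter. In DLD-1 it was -0.10 and in HT-29 -0.55 on the log2 scale, under every matched list of both kinds (percentile 0). In HCT-116 it was -0.09, at percentile 10.9 among lists matched on expression and 32.2 among lists matched also on GC content and length, so the median there did not stand apart from that of similar genes. With library size as the only scaling, the median log2 fold change of all genes moved from 0.0046 to 0.070 in HCT-116 and from 0.0011 to 0.26 in HT-29, and 56 and 98 KZFP genes were lower in place of 57 and 112, which argues against the scaling in these lines. In DLD-1 that scaling moved few genes and tests nothing. A scaling factor moves KZFP genes and matched genes alike, so the percentile of 0 there argues against it. A move of reads between KZFP paralogs stays open. The lower genes lost 28.8, 176 and 608 TPM in DLD-1, HCT-116 and HT-29, and the other KZFP genes changed by -62.6, 12.8 and 418 TPM, but these genes were parted by their change, and a net value can hide gains behind losses, so moved reads and a true fall cannot be told apart for them. Over all KZFP genes the sum was 1967 ± 25.6 TPM in sensitive and 1875 ± 29.2 TPM in resistant DLD-1. In HCT-116 it was 1616 ± 32.2 and 1452 ± 21.1 TPM, and in HT-29 1925 ± 64.6 and 1735 ± 4.78 TPM (SD, n = 3 each). Reads moved only among KZFP genes would leave the sum about as it was. The lower sums argue against such a move as the whole cause of the fall in the sum, but do not show which genes fell. In the libraries labelled resistant HT-29, HCT-116 cells in place of HT-29 cells are a candidate explanation for a part of the lower genes, since 51 KZFP genes were lower against sensitive HCT-116 in place of 112. Against resistant HCT-116, 4 of 320 tested KZFP genes were lower and 8 higher in these libraries. ZNF649 had a log2 fold change of -1.14 there (adjusted p = 0.243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The KZFP genes shared by HCT-116 and HT-29 may therefore not come from separate cell lines. A loss of KZFP transcripts in the resistant cells stays open beside shared reads, as a hypothesis found and tested on the same libraries. Whether such a loss goes with resistance or with other changes during the long culture cannot be told from a single resistant form of each line.

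Zinc finger genes without a KRAB domain were tested as a set beside the KZFP genes. For resistant against sensitive cells, limma's camera gave p-values of 0.621 (down, 411 genes) in DLD-1, 0.391 (down, 427 genes) in HCT-116 and 0.892 (up, 433 genes) in HT-29. Under fry the values were 0.734, 1.71e-07 and 0.791, all downward. The Benjamini-Hochberg adjusted values over the 3 lines were 0.892 in each for limma's camera, and 0.79, 5.13e-07 and 0.79 for fry. The difference between these genes and KZFP genes was not tested.

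In DLD-1, HCT-116 and HT-29, adjacent KZFP genes were both lower more often than in random orders of the lower genes, at p = 0.00145, 1e-05 and 1e-05 (one-sided permutation test, with 1e-05 the smallest it can give). On chromosome 19 alone there were 5 such pairs in DLD-1, 23 in HCT-116 and 55 in HT-29, with 1.46, 11.6 and 39.3 expected. The same permutation test gave p = 0.0082, 4e-05 and 1e-05 there, or 0.0082, 6e-05 and 3e-05 adjusted over the 3 lines. A regional loss of expression may lie behind this, but reads shared between similar neighbours were not excluded for these pairs, and copy number was not tested.

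Under 5-FU in sensitive cells, limma's camera gave the KZFP set p-values of 0.0578 (up) in DLD-1, 0.521 (up) in HCT-116 and 0.635 (down) in HT-29. In resistant cells under 5-FU it gave 0.00369 (up), 0.298 (down) and 0.112 (up) in the same lines, and limma's fry gave 0.0105, 0.482 and 0.595 in the same directions. Over these 6 comparisons, the Benjamini-Hochberg adjusted values of limma's camera were 0.173, 0.625 and 0.635 in sensitive and 0.0221, 0.446 and 0.224 in resistant cells. Those of limma's fry were 0.00791 (up), 0.847 (down) and 0.00443 (down) in sensitive and 0.0209, 0.714 and 0.714 in resistant cells, so the calls in sensitive DLD-1 and HT-29 rest on the test used.

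The gene lists of the paper's terms for 1 sensitive line were also followed in the other lines under 5-FU. The 7 DLD-1 genes had a median log2 fold change of -0.71 in HCT-116, where 3 passed both thresholds, and -1.33 in HT-29, where 5 did. The 17 mitotic genes of HCT-116 had a median of 0.065 in DLD-1, where 0 passed and values ran from -0.74 to 0.45, and -0.48 in HT-29, where 2 passed. Of the 55 HT-29 immune genes, 10 of 50 tested passed in DLD-1 (median 0.57) and 5 of 48 in HCT-116 (median 0.24, or 0.22 with the 1 gene at the floor set to its bound). The differences between lines were not tested.

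The 21 genes of 5-FU metabolism were compared between resistant and sensitive cells. Of these, 19 were tested in DLD-1 and 20 each in HCT-116 and HT-29. At an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5, 11 and 18 differed over all genes tested, and 6, 11 and 18 when adjusted over the list alone. Past both thresholds there were 0 genes in DLD-1, where 9225 of all genes had an unadjusted p under 0.05, 1 in HCT-116 (ABCC11, log2 fold change -1.17) and 5 in the libraries labelled resistant HT-29 (UPP1 1.57, TYMP 3.41, RRM2B 1.32, ABCC5 1.09 and SLC29A1 1.70), which carried HCT-116 markers. The genes named here were chosen after their values were seen.

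Irradiation added to 5-FU in resistant cells was compared with 5-FU alone. It lowered 1 gene and raised 30 in DLD-1, 0 and 6 in HCT-116, and 20 and 83 in the libraries labelled resistant HT-29, beside 4716, 4304 and 7722 genes with an unadjusted p under 0.05. In DLD-1 the total of 31 fell to 11 and 16 without replicates 1 and 2 of the irradiated cells, and to 12, 14 and 18 without replicates 1, 2 and 3 of the cells under 5-FU alone. In HCT-116 the total of 6 fell to 2 without replicate 1 or replicate 2 of the cells under 5-FU alone. At an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment alone, 839, 591 and 3425 genes differed. Without replicates 1 and 2 of the irradiated cells the number in DLD-1 was 384 and 428, and without replicates 1, 2 and 3 of the cells under 5-FU alone 344, 425 and 360. In HCT-116 it was 355 and 383 without replicates 1 and 3 of the irradiated cells, and 193, 199 and 247 without replicates 1, 2 and 3 of the cells under 5-FU alone. A fit of only the compared groups gave 1418, 217 and 4245, DESeq2 1309, 1046 and 3884, and a fit without the filter on low counts 1385, 975 and 3368. Of 26 p53 target genes, 24 were tested in DLD-1 and 25 each in HCT-116 and HT-29. In resistant cells 4, 21 and 24 of them were higher with irradiation at that adjusted p, with median log2 fold changes of 0.09, 0.38 and 0.60. In sensitive cells 0, 1 and 0 were, with medians of 0.015, 0.13 and 0.013. The 5-FU of the sensitive cells had itself raised 1, 22 and 11 of them and lowered 9 and 7 in DLD-1 and HT-29, while in resistant cells 5-FU raised 0 in each line. No explanation of this pattern was tested.

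Other divisions of the libraries were tried for each comparison. For 6 libraries there are 10 divisions into 3 and 3, the real one included, so that the share cannot fall under 10% and does not decide by itself. As many genes were changed in 1 of the 10 for 5-FU and for 5-FU with irradiation against uracil in sensitive cells, and for resistant against sensitive cells, in each line. In the other divisions the highest count was 1 for 5-FU with irradiation in HT-29, against 2909, and 0 for the rest of these comparisons, against 298 lower and 580 higher genes for 5-FU in DLD-1, 1873 and 2890 for 5-FU in HCT-116 and HT-29, 1007 and 1923 for 5-FU with irradiation in DLD-1 and HCT-116, and 1243, 2519 and 9360 for resistant against sensitive cells. The number of lower KZFP genes was reached in 1 of 10 in each line, and the highest number in another division was 0, against 22, 57 and 112. The divisions with as many changed genes were, for irradiation added to 5-FU in sensitive cells, 10, 10 and 1 in DLD-1, HCT-116 and HT-29, for 5-FU in resistant cells 1, 10 and 2, for 5-FU with irradiation against uracil in resistant cells 1, 2 and 1, and for irradiation added to 5-FU in resistant cells 1 in each line. In HCT-116 another division gave 16 genes for 5-FU with irradiation in resistant cells, against 15, and in HT-29 another gave 1 gene for 5-FU in resistant cells, as did the real one. For the KZFP set the p-value was reached in 1, 3 and 3 of 10 for resistant against sensitive cells, and in 2, 7 and 6 of 10 for 5-FU. The counts over all 3 lines had 100 drawn divisions. Only the real one, 1 of 100, gave as many genes lower or higher in all 3 lines, as many KZFP genes lower in at least 1 or in at least 2 lines, and as many genes changed by 5-FU in all 3 sensitive lines.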
